# Arabidopsis RNA processing factor SERRATE regulates the transcription of intronless genes

**DOI:** 10.7554/eLife.37078

**Published:** 2018-08-28

**Authors:** Corinna Speth, Emese Xochitl Szabo, Claudia Martinho, Silvio Collani, Sven zur Oven-Krockhaus, Sandra Richter, Irina Droste-Borel, Boris Macek, York-Dieter Stierhof, Markus Schmid, Chang Liu, Sascha Laubinger

**Keywords:** SERRATE, splicing, intron, intronless genes, transcription, *A. thaliana*, *D. melanogaster*, Other

## Abstract

Intron splicing increases proteome complexity, promotes RNA stability, and enhances transcription. However, introns and the concomitant need for splicing extend the time required for gene expression and can cause an undesirable delay in the activation of genes. Here, we show that the plant microRNA processing factor SERRATE (SE) plays an unexpected and pivotal role in the regulation of intronless genes. Arabidopsis SE associated with more than 1000, mainly intronless, genes in a transcription-dependent manner. Chromatin-bound SE liaised with paused and elongating polymerase II complexes and promoted their association with intronless target genes. Our results indicate that stress-responsive genes contain no or few introns, which negatively affects their expression strength, but that some genes circumvent this limitation via a novel SE-dependent transcriptional activation mechanism. Transcriptome analysis of a Drosophila mutant defective in ARS2, the metazoan homologue of SE, suggests that SE/ARS2 function in regulating intronless genes might be conserved across kingdoms.

## Introduction

Regulation of gene expression is fundamental for all aspects of eukaryotic life. In plants, developmentally or stress-induced changes in gene expression are essential for plant growth, development and defense. Gene expression can be controlled at various levels, including transcription, RNA processing or translation. Accurate gene expression at the level of RNA processing includes various steps, including the attachment of a 7-methylguanosine (m^7^G) cap to the 5ʹ end (capping) of the nascent mRNA, followed by intron excision, exon ligation (splicing), and 3ʹ-end formation via transcript cleavage and polyadenylation. Transcription and RNA processing occur simultaneously and are mechanistically coupled, but how specific RNA processing factors influence transcription is not fully understood (Bentley, 2014).

Arabidopsis (*Arabidopsis thaliana*) SERRATE (SE) is an essential, conserved eukaryotic RNA processing factor important for plant development (Clarke et al., 1999; Prigge and Wagner, 2001; Grigg et al., 2005; Lobbes et al., 2006; Wilson et al., 2008). SE null alleles are lethal, while hypermorphic alleles such *se-1* or *se-3,* which carry small deletion or T-DNA insertions, respectively, display a wide range of developmental abnormalities (Clarke et al., 1999; Grigg et al., 2005; Lobbes et al., 2006). The SERRATE protein possesses distinct domains that mediate protein-protein interactions and binding to GGN repeats in RNAs (Machida et al., 2011; Iwata et al., 2013; Foley et al., 2017). SE is probably best known for its function in the microRNA (miRNA) pathway (Grigg et al., 2005; Lobbes et al., 2006; Yang et al., 2006). SE and its metazoan ortholog ARSENITE RESISTANCE2 (ARS2) form complexes with DICER proteins and are required for efficient, precise primary-miRNA processing (Sabin et al., 2009). Furthermore, SE/ARS2 participates in other RNA maturation steps, including constitutive and alternative splicing of mRNAs, 3ʹ-end formation, biogenesis of non-coding RNAs (ncRNAs), RNA transport and RNA stability (Laubinger et al., 2008; Laubinger et al., 2010; Gruber et al., 2012; Hallais et al., 2013; Raczynska et al., 2014). ARS2 also activates the transcription of *SOX2*, a gene involved in stem cell maintenance (Andreu-Agullo et al., 2011). SE/ARS2 executes its function in conjunction with the nuclear cap-binding complex (CBC), which consists of two subunits (CBP20 and CBP80) and binds to m^7^G-caps at the 5ʹ ends of polymerase II (pol II)-derived transcripts (Laubinger et al., 2008; Hallais et al., 2013; Raczynska et al., 2014). Many RNA processing events involving SE occur co-transcriptionally (Fang et al., 2015), but whether SE plays important roles in coupling RNA processing with transcription is currently unknown. In this study, we examined the function of SE during transcription and found that SE is a regulator of intronless genes.

## Results and discussion

### SERRATE associates with the chromatin of intronless genes

We reasoned that identifying SE binding sites in the Arabidopsis genome might help us elucidate the role of SE in co-transcriptional gene regulation and uncover novel functions for SE. We therefore carried out chromatin immunoprecipitation (ChIP) experiments using a SE-specific antibody in WT and a hypomorphic *se* mutant (*se-1*) as a negative control, followed by sequencing (ChIP-seq). We identified 1012 high-confidence SE binding sites (‘peaks’) in three independent biological replicates that were enriched in WT when compared to *se-1* (Figure 1A,B, all peaks are listed in Supplementary file 1). To confirm the ChIP-seq results, we selected 12 SE target loci and assessed their association with SE by ChIP-qPCR. All 12 loci showed enrichment for SE in WT, but not in se*-1* (Figure 1C). Thus, our experiments revealed that SE directly associates to specific regions in the Arabidopsis genome.

**Figure 1.**
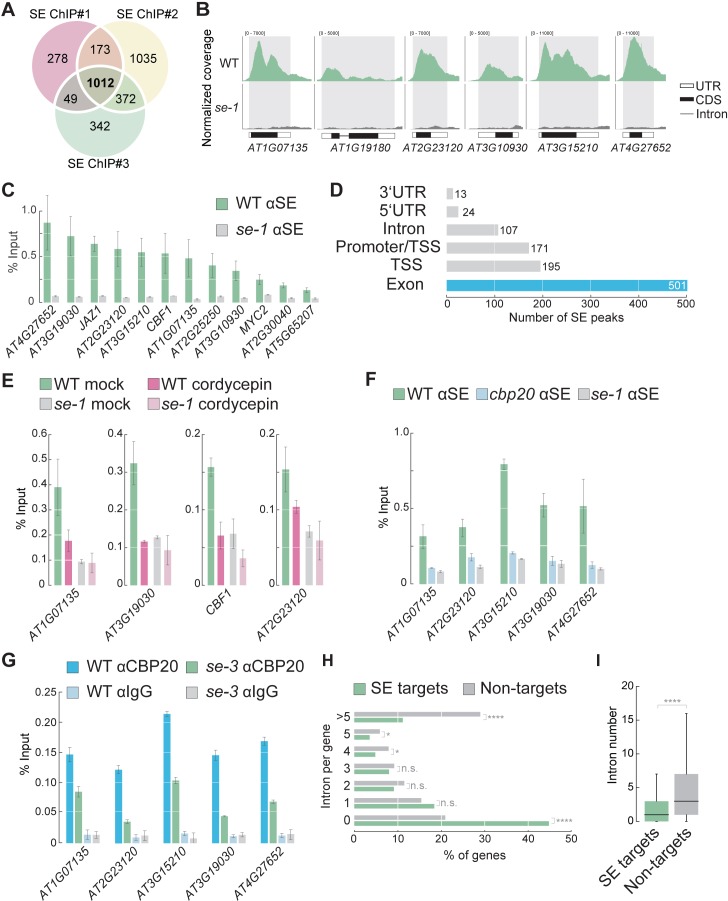
SE associates with intronless genes in a transcription dependent manner. (**A**) Venn diagram showing the overlap of SE ChIP-seq targets in three independent biological replicates. (**B**) Visualization of SE ChIP-seq data in WT and *se-1*. Tracks showing counts of sequencing reads mapped to the depicted genomic loci. (**C**) Validation of SE targets by ChIP-qPCR using SE-specific antibodies in WT and *se-1* mutants. Quantification of enriched DNA fragments was performed by qPCR. Error bars indicate the range of two independent biological experiments. (**D**) Annotation of the 1012 SE-ChIP targets sites. Peaks are categorized in six distinct classes: promoter-transcription start site (promoter-TSS), transcription start site (TSS), 5’-UTR, exon, intron, 3’-UTR. Y-axis denote the number SE peaks within each category. (**E**) Analysis of SE enrichment at selected targets by ChIP-qPCR in the presence and absence of the transcriptional inhibitor cordycepin. Error bars indicate mean ± SEM of three independent biological replicates. (**F**) Analysis of SE enrichment at SE target loci in WT, *se-1* and *cbp20* mutants by ChIP-qPCR. Error bars indicate mean ± SEM of three independent biological replicates. (**G**) Analysis of CBP20 enrichment at SE target loci in WT and *se-3* mutants by ChIP-qPCR using a CBP20-specific antibody. Rabbit IgG served as a background control. Error bars indicate mean ± SEM of three biological replicates. (**H**) Classification of SE target genes and non-targets based on intron number. A Fisher’s exact test was performed to access whether differences between SE targets and non-targets were significant. *p<0.05; ****p<0.0001; n.s, not significant (**I**) Box blots comparing number of introns per gene in SE target genes and non-targets. SE targets are significantly enriched for low numbers of introns compared to non-SE targets (Wilcoxon-Mann-Whitney test). ****p<0.0001.

**Figure 1—figure supplement 1.**
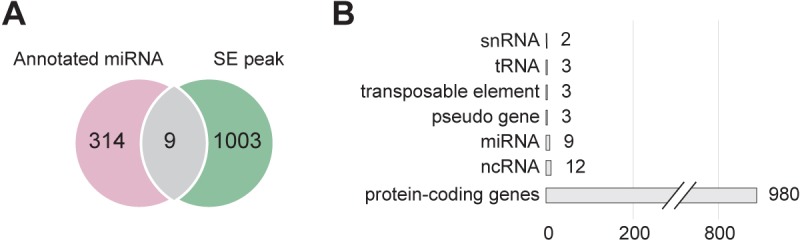
SE mainly binds to protein-coding genes. (**A**) Venn diagram showing the overlap between SE-ChIP targets and annotated *MIRNA* genes. (**B**) Classification of SE target genes in protein-coding genes and various non-coding genes.

We found that SE peaks were primarily located in exonic regions and/or close to transcriptional start sites (TSSs) (Figure 1D). The SE peaks were often very broad and covered entire genes or large portions of genes (Figure 1B). These observations suggest that the association of SE with chromatin depends on transcription. A search for motifs enriched among SE targets revealed that, among others, a SE-binding GGN repeat is enriched among the SE target genes (Supplementary file 2). Blocking RNA production by treatment with the transcriptional inhibitor cordycepin reduced the association of SE with all target genes examined, suggesting that association of SE with chromatin is indeed RNA-dependent (Figure 1E). We also found that mutations in a gene encoding a CBC component, *CBP20*, completely blocked the association of SE to chromatin (Figure 1F). ChIP-qPCR with CBP20-specific antibodies showed that also CBP20 associated with all SE targets examined; this association was attenuated in the *se* mutant (Figure 1G). All of these results suggest that the binding of SE to its target genes depends on RNAs and the CBC.

The observations that SE mainly associates with gene bodies and requires transcription for its association with chromatin raised the possibility that SE associates with chromatin during co-transcriptional RNA processing of pri-miRNAs or splicing of mRNAs. However, of 325 Arabidopsis *MIRNA* genes, only nine were bound by SE (p=0.8, hypergeometric test) (Figure 1—figure supplement 1). Therefore, our ChIP-seq data do not provide evidence for a widespread effect of co-transcriptional *MIRNA* processing. Instead, SE mainly associated with protein-coding gene loci (Figure 1—figure supplement 1). Since SE regulates splicing, we asked whether SE target genes are particularly intron-rich. Unexpectedly, 46.3% of the SE peaks were associated with intronless genes (ILGs, Figure 1H). In general, SE target genes possessed significantly fewer introns than average Arabidopsis genes (Figure 1I). Only 10.2% of the SE target genes contained more than five introns (Figure 1H). These results indicate that SE preferentially associates with ILGs, suggesting that SE plays a novel role at these loci.

### Intronless genes are expressed at low levels, but SERRATE enhances expression of a subset of intronless genes

Since SE bound preferentially to ILGs, we investigated the characteristics of intronless versus intron-rich genes. Intron splicing offers opportunities for the regulation of gene expression at various levels; introns positively influence transcription, RNA stability, and translation in a process known as ‘intron-mediated enhancement of gene expression’ (Laxa, 2016). In agreement with the finding that introns positively affect gene expression, we found that Arabidopsis genes with no or few introns exhibited lower maximum expression levels across a wide range of developmental stages and stress responses compared to intron-rich genes (Figure 2—figure supplement 1). It is possible that introns are detrimental when changes in gene expression must occur rapidly, since the transcription of introns and pre-mRNA splicing are time-consuming processes that increase the time needed for a gene to be expressed and reduce the responsiveness of the gene to various conditions (Jeffares et al., 2008; Swinburne and Silver, 2008; Zhu et al., 2016). Due to their sessile lifestyle, plants must adapt to a plethora of environmental changes very quickly, which likely explains the relatively high abundance of ILGs in plant genomes compared to other higher eukaryotes (Jain et al., 2008; Wu et al., 2013). Indeed, our analysis of changes in gene expression in response to drought, heat, cold, or salt in Arabidopsis and major crops such as rice, maize, and soybean showed that genes whose expression changes in response to stress contain fewer introns than average genes (Figure 2—figure supplement 2). These results indicate that genes lacking or with very few introns are important components of the plant stress transcriptomes of monocot and dicot plant species irrespective of the stress applied, and they predict that there is a major trade-off between gene expression strength and gene responsiveness during stress.

Because SE mainly associates with many ILGs, we asked whether SE influences their expression or stress-dependent regulation. In general, genes that physically associated with SE exhibited significantly higher expression levels than genes not bound by SE (Figure 2A). ILGs bound by SE were expressed at significantly higher levels than non-SE targets (Figure 2B,C). The expression of SE targets containing one or two introns was even higher than that of ILGs bound by SE, suggesting that introns can further enhance the expression of SE target genes (Figure 2B,C). Histone marks indicative of active transcription (such as acetylation of histone H3K9, H3K18, and H3K23) were enriched among SE targets compared to non-targets, suggesting that SE target genes are highly transcriptionally active (Figure 2D–F). Indeed, global analysis of RNA polymerase II (pol II) occupancy showed that SE target genes were more highly associated with pol II than are non-SE targets (Figure 2G). These results suggest that the strong expression of SE target genes, most of which are ILGs, is achieved at the transcriptional level. To investigate whether the presence of functional SE protein is necessary to maintain the high expression levels of its targets, we generated the *se-1* mutant transcriptome via mRNA sequencing (RNA-seq). 

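Poly(A) RNA of 16-day-old seedlings was sequenced in paired-end reads from 3 WT libraries and 3 *se-1* libraries. The authors removed rRNA and tRNA reads with Bowtie2, aligned the remaining reads to the TAIR10 genome with TopHat2 and counted read pairs on the exons of each gene with featureCounts. By the counting command that the count table carries, pairs were counted without regard to strand, and neither pairs that aligned to several places nor pairs that overlapped the exons of several genes were counted. The deposited values are these raw counts for 32833 genes, without normalization. Between 20292037 and 21964939 read pairs per library were counted on genes in WT, with a median of 21164973, and between 19079724 and 21919462 in *se-1*, with a median of 20517980. The smallest count read as expression was set at 3, which corresponds to 0.136 to 0.157 CPM (a gene's counts over the library's total, scaled to 1e6) in these libraries. Because the reads were amplified by PCR and carry no molecular identifiers, this limit covers counting error only. Across genes, which are not independent replicates, the log2 counts of any pair of libraries of the same genotype had a Pearson correlation of at least 0.989. Genes with at least 10 counts in at least 3 of the 6 libraries were compared between *se-1* and WT with edgeR's quasi-likelihood test after TMM normalization for library size and composition. P-values were adjusted over all tested genes by the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 were called. The deposited count table also holds 3 libraries each of *cbp20* and *cbp80*, mutants of the 2 CBC components, which the paper's text does not describe.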

A significant proportion of direct SE-target genes were downregulated in *se-1* (Figure 2H), suggesting that the presence of functional SE is indeed necessary to maintain the high expression levels of some of its target genes. 

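Of the 20491 genes tested, 3319 were lower in *se-1* than in WT, with a median log2 fold change of -0.46. Among the alternative settings, scaling to library size only in place of TMM moved this number most, to 5074 genes. The SE targets were followed here through the 12 loci that the paper examined by ChIP-qPCR (Figure 1C) and the full list of ChIP-seq peaks was not analysed here. Enough counts for a test were found at 11 of the 12 loci, and 7 of these 11 were lower in *se-1*. The adjusted p-value was under 0.05 for 6 of the lower loci, both over all tested genes and adjusted over the list alone. Of the 4 higher loci, 0 passed this threshold, and 0 had an unadjusted p-value under 0.05.

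*CBF1* (AT4G25490, chromosome 4 from 13021780 to 13022996 on TAIR10, intronless) fell from 10.6 ± 2.96 CPM (SD, n = 3) in WT to 5.14 ± 0.86 CPM (SD, n = 3) in *se-1*, a log2 fold change of -1.04 (standard error 0.19, adjusted p = 0.00128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Read pairs that matched *CBF1* and its paralogs *CBF2* and *CBF3* equally well were not counted. AT1G07135, an intronless gene for a glycine-rich protein on chromosome 1 from 2189877 to 2190784, had 39.4 ± 4.00 CPM in WT and 23.0 ± 0.641 CPM in *se-1*, a log2 fold change of -0.77 (standard error 0.08, adjusted p = 1.12e-05 from the same test). The intronless AT4G27652 changed by a log2 fold change of -0.66, *JAZ1* (AT1G19180), which has 2 introns, by -0.47, and the intronless AT3G19030 by -0.38, with adjusted p-values from edgeR of 7.44e-05, 8.21e-05 and 0.00196. At each of these 5 loci, all 3 *se-1* libraries lay below all 3 WT libraries, as 10% of unchanged genes would in either direction, and the adjusted p-value stayed under 0.05 in each fit that left out 1 library. The intronless AT2G23120 was lower as well, with a log2 fold change of -0.21 and an adjusted p-value of 0.0478 from edgeR, but it was past the threshold in only 3 of 9 alternative fits, where the adjusted p-value ranged from 0.0269 to 0.184.

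Of the remaining loci, AT2G25250 had a log2 fold change of 0.16, *MAPKKK14* (AT2G30040) of -0.16, AT3G10930 of 0.06, *ERF4* (AT3G15210) of 0.14 and AT5G65207 of 0.10. Their adjusted p-values from edgeR lay between 0.198 and 0.862, so that no difference larger than the spread between replicates was detected. The sign for AT3G10930 depended on single libraries, at -0.033 without *se-1* replicate 1, and that for *ERF4* did so too, at -0.028 without WT replicate 2. *MYC2* (AT1G32640) had 0 counts in every library. The exons of AT1G32630, on the opposite strand, cover 98.5% of its exon bases, and pairs on both genes were not counted, so that the table cannot measure *MYC2*. Taken as a set, the 11 loci had a median log2 fold change of -0.21 (camera with a preset correlation of 0.01 between genes, p = 0.0112). The set also passed 0.05 in limma's rotation test fry (p = 0.00317), but not in camera with the correlation estimated from the data (p = 0.104).

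**Figure D1:**
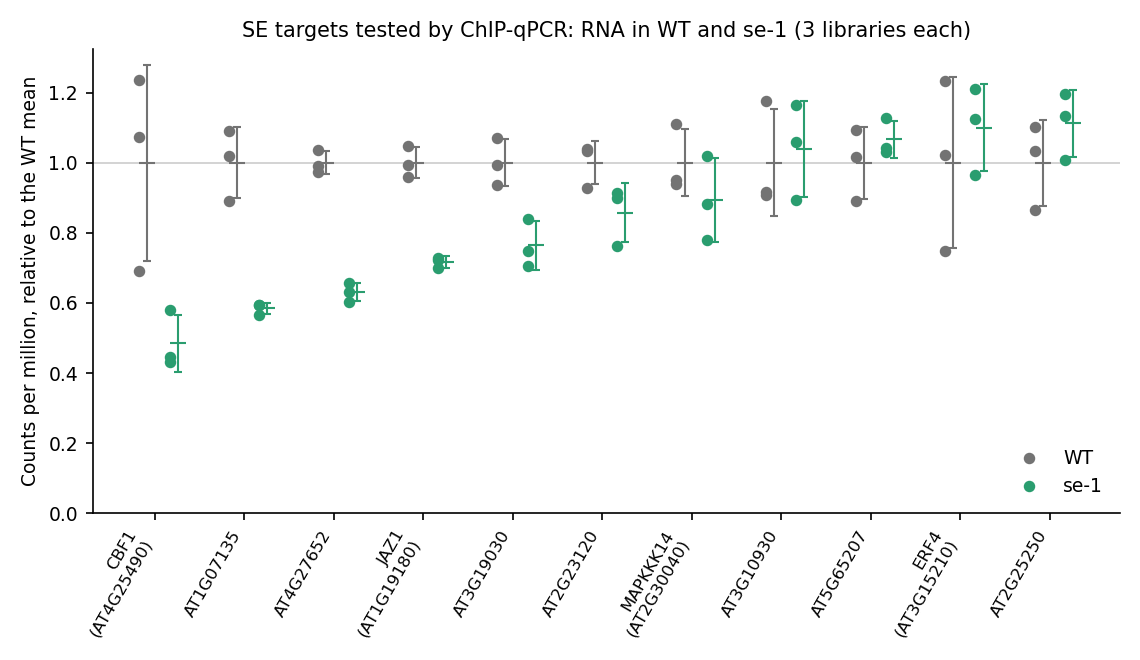
RNA of the 11 SE target loci in CPM relative to the WT mean on the vertical axis, with a point for each of the 3 WT (grey) and 3 *se-1* (green) libraries of each locus and the mean ± SD beside them; loci are ordered by fold change. At *CBF1*, on the left, *se-1* has 0.485 of the WT mean, and at AT2G25250, on the right, 1.12.

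The paper sets the genes lower in *se-1* against the SE targets found by ChIP-seq (Figure 2H) and, from the share that was lower, proposes that functional SE is needed to keep the expression of some of its targets high.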

Because *SE* is an essential gene, we could not investigate the expression of SE target genes in a *se*-null mutant background. However, we observed consistent downregulation of several selected intronless SE target genes in another hypomorphic *se* mutant (*se-3*) by RT-qPCR, further confirming that SE is necessary to maintain the high expression levels of its intronless target genes (Figure 2I). Some of the genes examined are well-established marker genes for stress-induced gene expression, including the intronless and cold-responsive *CBF* genes (Figure 2—figure supplement 3) (Thomashow, 1999). To investigate whether the induction of these genes under stress conditions also depends on SE, we exposed WT and *se-1* plants to cold stress for 15 and 60 min and analyzed the expression of SE-bound genes. Cold stress induced SE-bound genes in both WT and *se* mutant plants, but the expression levels of most of these genes were lower under both non-stress and stress conditions in *se-1* compared to WT (Figure 2—figure supplement 3). These results indicate that SE is important for increasing the expression of these target genes, but not for their stress-dependent induction.

**Figure 2.**
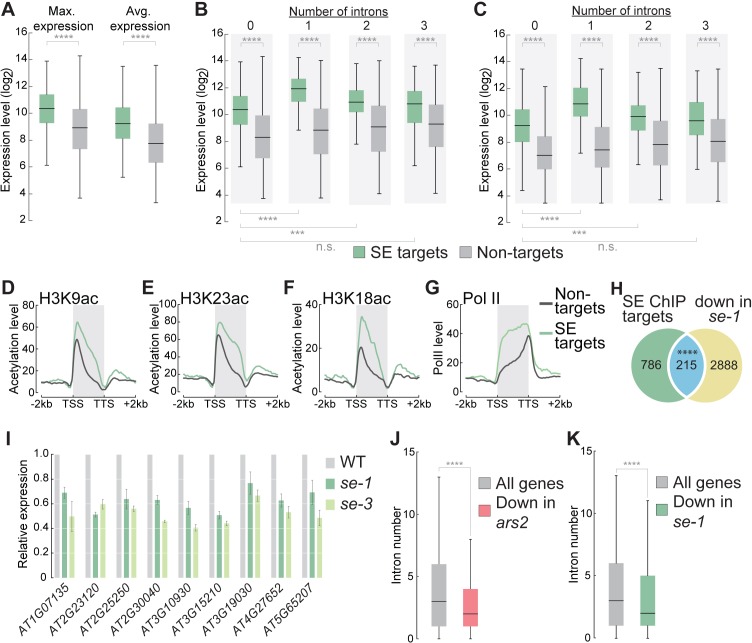
SE association to intronless genes indicates and maintains high gene expression levels. (**A**) Box plots showing the maximum and average gene expression of SE targets and non-targets across different Arabidopsis tissues and developmental stages (described in Laubinger et al., 2008). (Wilcoxon-Mann-Whitney test, ****p<0.0001) (**B,C**) Box plots showing the maximum (**B**) and average (**C**) gene expression of intronless and intron-containing SE targets and non-targets across different Arabidopsis tissues and developmental stages (described in Laubinger et al., 2008). (Wilcoxon-Mann-Whitney test, ***p<0.001; ****p<0.0001; n.s., not significant) (**D–G**) Profiles of histone H3K9, (**B**) H3K18 (**C**) and H3K23 (**D**) acetylation and pol II (**D**) levels over SE target genes and non-target genes. (**H**) Venn diagram showing the overlap between SE-ChIP targets and genes that are significantly down-regulated in *se-1* mutants (hypergeometric test, ****p<0.0001). (**I**) Quantification of indicated RNA transcript level determined by qPCR in WT, *se-1* and *se-3* mutants. Error bars indicate mean ± SEM of three biological replicates. (**J,K**) Box plots depicting the number introns of all *Drosophila melanogaster* (**J**) and *Arabidopsis thaliana* (**K**) genes and genes whose expression is significantly down-regulated (to < 50%) in *ars2* (**J**) and *se-1* (**K**) mutants. (Wilcoxon-Mann-Whitney test, ****p<0.0001).

**Figure 2—figure supplement 1.**
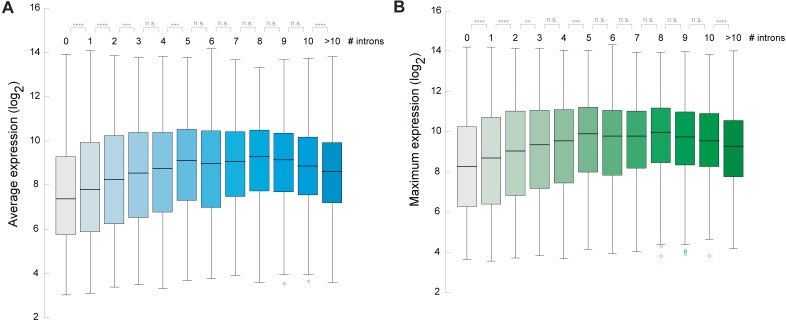
Arabidopsis genes containing introns are expressed at higher levels. (**A, B**) Box blots showing the correlation between number of introns and the average gene expression level (**A**) or the maximum gene expression level (**B**) across a wide range of different growth stages and tissues of Arabidopsis. Gene expression data was obtained from Laubinger et al. (2008). A Wilcoxon-Mann-Whitney test was performed to test for difference between the different categories. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001; NS not significant.

**Figure 2—figure supplement 2.**
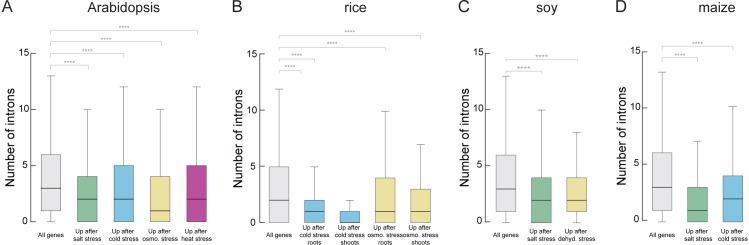
Stress-regulated genes contain fewer introns in diverse plant species. (**A–D**) Box blots showing the number of introns per genes which are upregulated upon different kind of stress treatment in comparison to all genes. **A**) Arabidopsis plants were treated for 12 hr with salt, cold, osmotic or heat stress (**B**). Rice plants were treated for treated for 1 hr with cold or osmotic stress. (**C**) Soy plants were treated for treated for 1 hr with salt or dehydration stress. (**D**) Maize plants were treated for treated for 1 hr with salt or cold stress. Details on the used data sets are provided in ‘Material and methods’. Wilcoxon-Mann-Whitney test; *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001; NS not significant.

**Figure 2—figure supplement 3.**
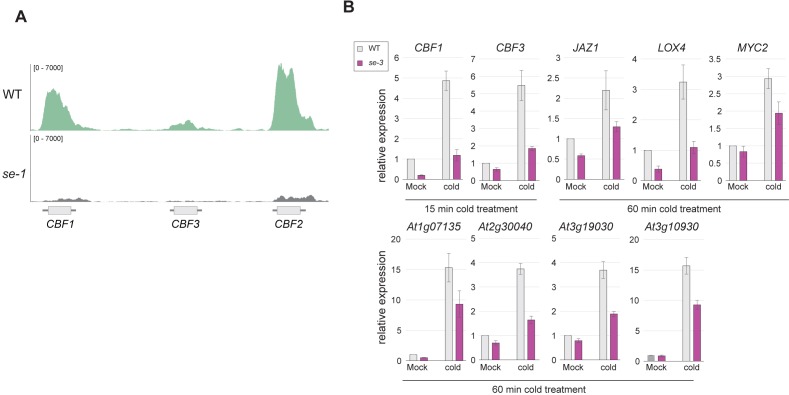
SE binds and affects the expression strength of *CBF* genes. (**A**) Visualization of SE ChIP-seq data in WT and *se-1*. Tracks showing read counts of sequencing reads mapped to the CBF1/2/3 locus. (**B**) Quantification of indicated RNA transcript level by qPCR in WT and *se-3* mutants after 15 or 60 min of cold stress or mock treatment treatment. Error bars denote the standard error of 3 biological replicates.

Because we found SE enhancing the expression of intronless genes, we asked whether the metazoan homologue of SE, ARS2, fulfills a similar function. For this, we analyzed the transcriptome of a *Drosophila melanogaster ars2* transposon insertion mutant (Sabin et al., 2009; Garcia et al., 2016). Interestingly, we found that genes down-regulated in *ars2* mutants contained significantly less introns when compared to all Drosophila genes, similarly to what we observed in Arabidopsis *se* mutants (Figure 2J,K). 

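In the *se-1* RNA-seq data, 564 genes had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test and were at least 2-fold lower than in WT. An intron number was available for 547 of them, counted in the first isoform of the RefSeq annotation of TAIR10. The 547 genes had a median of 2 introns, against 4 in the 19703 other tested genes. Of the genes down at least 2-fold, 148 (27.1%) were intronless, against 15.7% of the other tested genes. A gene down at least 2-fold had fewer introns than another tested gene with a probability of 0.646, where ties count as 0.5 (two-sided permutation test with 100000 resamples, p = 2e-05, the smallest p-value these can give). When each of the 6 libraries was left out in turn, this probability stayed between 0.622 and 0.642. It moved most when the genes were compared with all annotated genes in place of the tested genes, to 0.526 (permutation test, p = 0.0289). Against 10000 random lists of tested genes matched to the same mean expression, the probability was 0.551 (permutation test, p = 0.0002, the smallest p-value these lists can give). By intron number, the share of tested genes that were down at least 2-fold was 4.56% of the 3245 intronless genes, 4.11% of genes with 1 intron and 1.23% of the 7088 genes with over 5 introns. The share that was up at least 2-fold was larger in genes with few introns as well, at 6.75% of intronless genes, 4.78% of genes with 1 intron and 2.51% of genes with over 5. The log2 fold change of all tested intronless genes had a median of -0.00825 and a mean of 0.064. That of the protein-coding ones had a median of -0.0232. The excess of intronless genes among the falling genes depended on the setting. It was absent in a DESeq2 fit of all 12 libraries with shrunken fold changes, added after the data had been seen. There, 21.2% of the 278 genes down at least 2-fold were intronless, against 22.2% of the 25501 other genes. These outnumber the 19703 above, so the fit and the background changed together and their effects cannot be separated. Falling genes still had fewer introns in this fit, with a probability of 0.553 (permutation test, p = 0.00242). With edgeR and no filter on low counts, 29.3% of falling genes were intronless, against 22.4% of 25458 others. Against all annotated genes the excess was absent as well, at 27.1% against 30.7%.

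**Figure D2:**
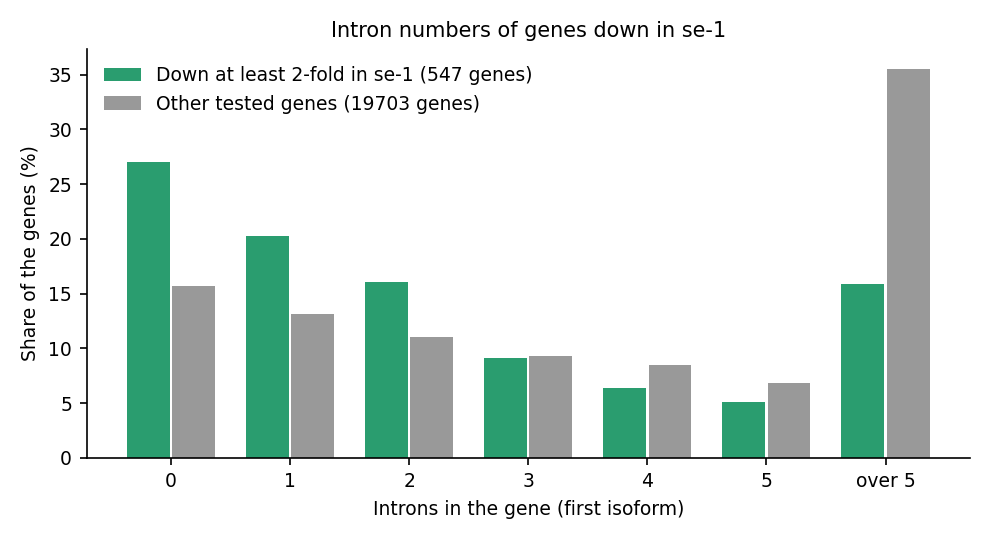
Share of genes in percent (vertical axis) by number of introns in the first isoform (horizontal axis), for the 547 genes down at least 2-fold in *se-1* (green bars) and for the 19703 other tested genes (grey bars). Intronless genes make up 27.1% of the genes of the green bars and 15.7% of those of the grey bars, and genes with over 5 introns 15.9% and 35.5%.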

Interestingly, also the only suggested direct target of human ARS2, *SOX2*, turns out to be an intronless gene (Andreu-Agullo et al., 2011). These observations might suggest that SE’s positive regulatory function on the expression of intronless genes might be conserved among eukaryotes.

### SERRATE promotes association of Ser5P and Ser2P pol II complexes to its targets genes

Because SE binds mainly to exonic regions of its target genes, we hypothesized that SE is involved in transcriptional regulation, likely by recruiting pol II or enhancing its association with a specific set of ILGs. Under this scenario, one would expect the association of pol II at SE target genes to be reduced in the *se* mutants. To investigate this notion, we conducted pol II ChIP-qPCR experiments and measured pol II levels at five different established SE-target genes. At all loci examined, pol II occupancy was lower in the *se* mutants than in WT, indicating that SE positively regulates the transcription of its target ILGs (Figure 3A,B, Figure 3—figure supplement 1). The reduced pol II occupancy at ILGs in the *se* mutants was not due to changes in pol II levels in the *se* mutants, as pol II protein levels were unchanged in these mutants compared to WT (Figure 3—figure supplement 1). Moreover, SE had no apparent influence on the stability of the RNAs generated by the SE-target genes, suggesting that SE primarily enhances the transcription of its targets (Figure 3—figure supplement 2).

**Figure 3.**
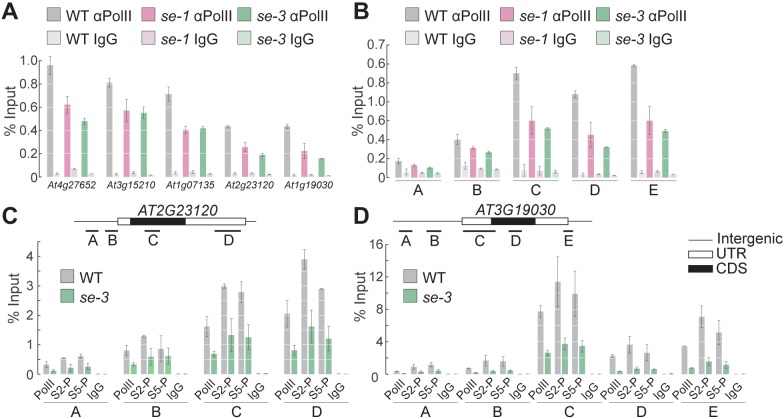
SE ensures efficient pol II association to intronless genes. (**A,B**) Analysis of pol II occupancy at SE target loci by pol II-ChIP qPCR in WT, *se-1* and *se-3* in gene bodies of five different genes (**A**) or at various genomic regions at *At3g19030* (**B**). Regions tested are depicted in panel D. A general pol II CTD antibody and mouse IgGs (as negative control) were used for immunoprecipitation. Additional gene loci were tested and are shown in Figure 3—figure supplement 1. Error bars indicate the range of two independent biological experiments. (**C,D**) Analysis of Ser5P and Ser2P pol II levels at SE target loci by ChIP qPCR in WT and *se-3*. General pol II CTD, pol II CTD Ser2P and pol II CTD Ser5P specific antibodies and mouse IgGs (as negative control) were used for immunoprecipitation. Additional gene loci were tested and are shown in Figure 3—figure supplement 3. Error bars indicate the range of two independent biological experiments.

**Figure 3—figure supplement 1.**
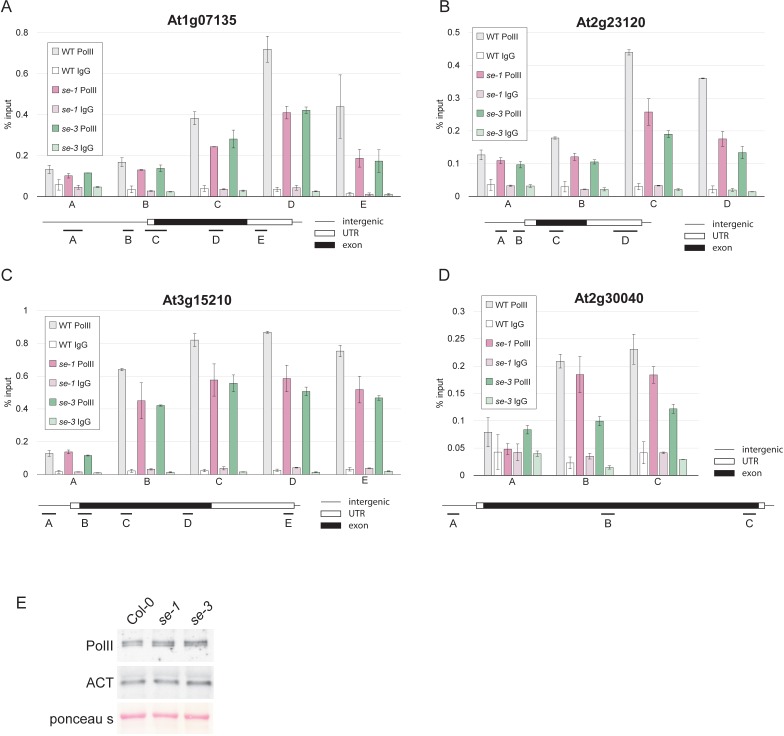
SE is important pol II association to its target genes, but does not affect pol II levels. (**A–D**) Analysis of pol II occupancy at SE target loci by pol II-ChIP qPCR in WT, *se-1* and *se-3*. A general pol II antibody and mouse IgGs (as negative control) were used for immunoprecipitation. Error bars denote the range of two biological replicates. (**E**) Protein blot analysis of pol II levels in WT, *se-1* and *se-3* using pol II antibodies. ACTIN (ACT) served as a loading control.

**Figure 3—figure supplement 2.**
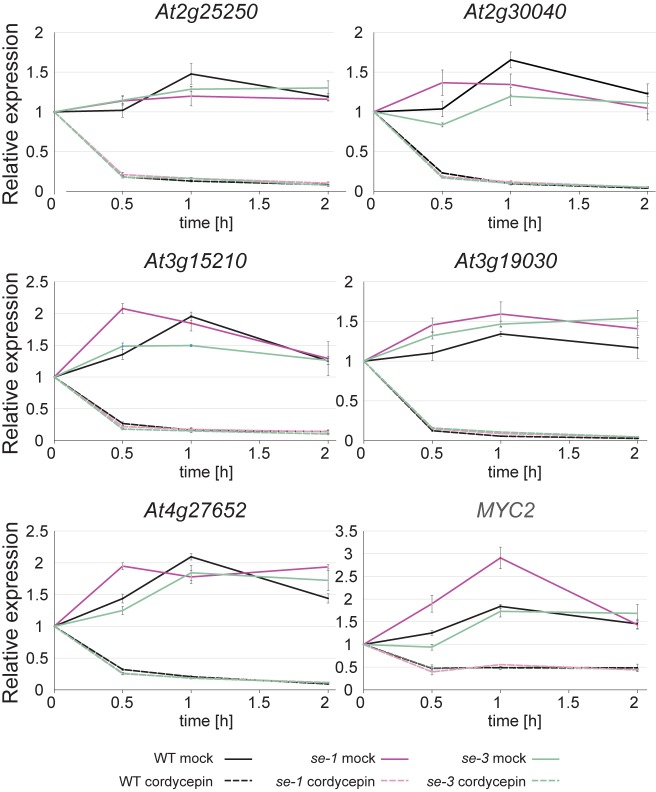
The stability of RNAs produced by SE target genes is not affected SE. Analysis of RNA stability in WT, *se-1* and *se-3* mutants. Plants grown in liquid culture were treated with 200 µg/ml cordycepin for 0.5 hr, 1 hr and 2 hr to block transcription. Mock treatment served as a control. Quantification of indicated RNA transcript level was performed by qPCR. Error bars denote the standard error of 3 biological replicates.

**Figure 3—figure supplement 3.**
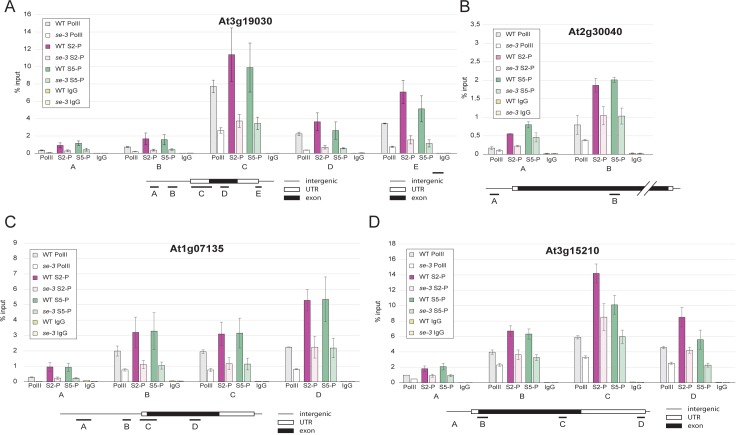
SE ensures efficient association of pol II CTD-Ser2P and pol II CTD-Ser5P to its target genes. (**A–D**) Analysis of pol II occupancy at SE target loci by pol II-ChIP qPCR in WT and *se-3*. General pol II CTD, pol II CTD-Ser2P and pol II CTD-Ser5P specific antibodies and mouse IgGs (as negative control) were used for immunoprecipitation. Error bars denote the range of two biological replicates.

In all eukaryotes, an unmodified C-terminal domain (CTD) of pol II has been associated with transcription initiation, whereas hyperphosphorylation of CTD’s serine 5 (Ser5P) and Ser2P are characteristic of promoter clearance/pol II pausing and elongation, respectively. To determine the step of transcription at which SE acts, we performed pol II ChIP experiments using antibodies raised against Ser2- or Ser5-phosphorylated CTD and analyzed the distribution of pol II in the promoter region, around the TSS, and at the gene body in five different SE-target genes in the WT and *se* mutants. At all loci tested, all pol II isoforms associated to a lesser extent in the *se* mutants than in the WT (Figure 3C,D, Figure 3—figure supplement 3). These results suggest that SE promotes the association of paused and elongating pol II with the chromatin of its target loci.

### SERRATE interacts with Ser5- and Ser2-phosphorylated pol II complexes

The enhanced association of pol II isoforms at SE-bound ILGs might involve physical associations between the pol II complexes and SE. To test this, we performed immunoprecipitation experiments with antibodies raised against pol II CTD Ser5P- and Ser2P, and IgG (as a negative control) and identified interacting proteins by mass spectrometry. Several known pol II subunits were successfully retrieved in all IP experiments (Figure 4A). In addition, peptides corresponding to SE were enriched in immunoprecipitations with antibodies against pol CTD Ser5P- and Ser2P (Figure 4A). These results reveal that SE is associated with Ser5- and Ser2-phosphorylated pol II complexes and it suggests that SE binds to pol II complexes during transcriptional pausing and elongation. We verified the interaction between SE and Ser5- and Ser2-phosphorylated pol II complexes by performing co-immunoprecipitation experiments using plant extracts from Arabidopsis and *Brassica oleracea* var. botrytis (Figure 4B–E). To visualize the localization and possible interactions between SE and pol II in plant nuclei, we performed immunolocalization analysis on 100 nm thin thawed cryosections with antibodies against the pol II CTD Ser5P, Ser2P and a triple HA-tagged version of SE driven by its own regulatory elements. Two independent super-resolution light microscopy techniques, Airyscan (Figure 4F,G) and super-resolution optical fluctuation (SOFI) imaging (Figure 4H,I) revealed that SE, pol II CTD Ser5P, and pol II CTD Ser2P each formed small, dotted speckles in the nucleus and that a subfraction of SE co-localized with the pol II CTD Ser2P and Ser5P speckles (Figure 4F,G). The finding that the majority of SE, pol II CTD Ser2P and Ser5P speckles did not co-localize is in line with our observation that SE associates only with a small subfraction of transcribed genes (Figure 1). Together, these results indicate that SE binds to Ser5- and Ser2-phosphorylated pol II complexes, and that SE associates with these complexes during pausing and elongation of pol II to enhance the expression of a subset of Arabidopsis ILGs (Figure 4J).

**Figure 4.**
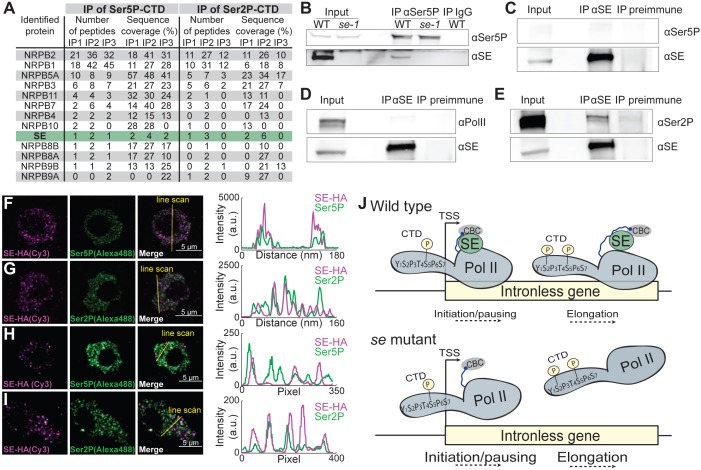
SE associates with Ser5P and Ser2P pol II complexes. (**A**) Summary of mass spectrometry (MS) analysis of immunoprecipitation (IP) reactions using antibodies against RNA polymerase II phosphorylated at Serine 2 (Ser2P) and Serine 5 (Ser5P) of its C-Terminal domain (CTD) from Arabidopsis lysates. Protein coverage and peptide number are represented for known RNA polymerase subunits and SE in three independent biological replicates. (**B–E**) Co-immunoprecipitation experiments using SE and phosphorylation-specific pol II antibodies. Western blot analysis of pol II Ser5P and IgG (as a negative control) immunoprecipitation experiments from Arabidopsis (**B**). Immunoprecipitation of SE from *B. oleracea* using a SE-specific antibody followed by detection of unphosphorylated (**D**), Ser5P (**C**) and Ser2P (**E**) pol II. The images are representative of at least three independent biological replicates. (**F–I**) Immunolocalization of pol II Ser5P, pol II Ser2P and SE-HA on a 100 nm thin thawed cryosection analyzed by super-resolution microscopy (F,G: Airyscan; H,I: Super-resolution optical fluctuation (SOFI) microscopy). Lines depicte the position for line blot analysis. (**J**) Proposed mechanism for the function of SE at intronless genes.

**Figure 4—figure supplement 1.**
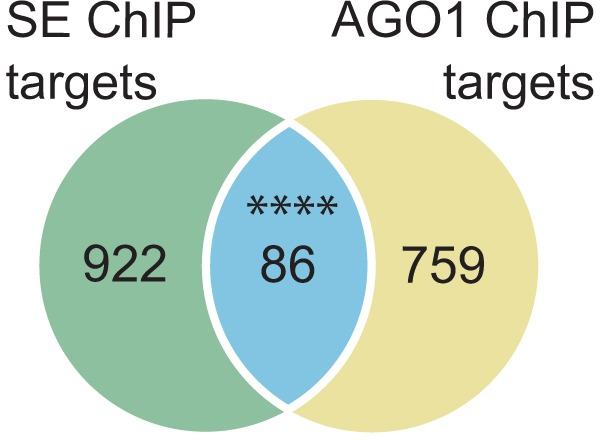
Analysis of SE and AGO1 targets. Venn diagram showing the overlap between unique SE- and AGO1-ChIP targets (described in Liu et al., 2018) (hypergeometric test, ****p<0.0001).

**Figure 4—figure supplement 2.**
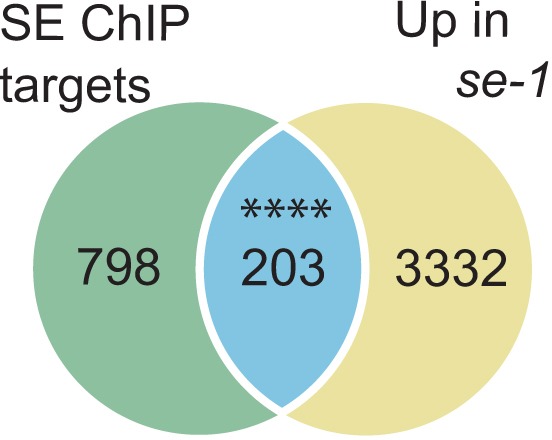
Analysis of SE target genes down-regulated in *se* mutants. Venn diagram showing the overlap between SE-ChIP targets and gene that are up-regulated in *se-1* mutants (hypergeometric test, ****p<0.0001).

### Summary and perspectives

The main findings presented in this study support a novel mechanism that explains how a subset of Arabidopsis genes without introns is expressed at high levels. This subset of genes represents a clear exception to the trend conserved across kingdoms, wherein low intron number in a gene is associated with a low expression level (Le Hir et al., 2003; Narsai et al., 2007; Jeffares et al., 2008). At these Arabidopsis loci, SE is recruited to the nascent RNAs through interaction with the CBC and specifically enhances the association with Ser5P- and Ser2P pol II complexes (Figure 4J). Interestingly, another Arabidopsis miRNA player, AGO1, was recently shown to associate with chromatin and is guided to specific genes via small RNAs (Liu et al., 2018). SE bound to 8.5% of the described AGO1 target genes (Figure 4—figure supplement 1). These observations reveal that the majority of SE target genes are not bound by AGO1, but it also raises the exciting possibility that SE and AGO1 simultaneously bind and regulate a small set of target genes.

Although RNA production and the CBC play an important role for SE binding to its target genes, recruitment of SE to specific genes might also involve other trans-regulatory factors, such as specific transcription factors, that recognize motifs enriched in the proximity of SE binding sites (Supplementary file 2). Interestingly, a known SE interactor, C-TERMINAL DOMAIN PHOSPHATASE-LIKE1 (CPL1), interacts with transcription factors, suggesting that specific DNA-binding proteins might also help recruit SE or SE-interacting proteins to specific genomic loci (Manavella et al., 2012; Guan et al., 2014). Notably, CPL1 acts as a transcriptional repressor (Xiong et al., 2002), suggesting that SE might also interact with repressors of transcription at specific loci. Indeed, some SE-targets are upregulated in the *se* mutant (Figure 4—figure supplement 2), suggesting that SE can also execute repressive functions at some gene loci. 

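In the comparison of *se-1* with WT, 3602 genes had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test and were higher in *se-1*, and 752 of them were at least 2-fold higher. The 3514 of them that were also tested in *cbp20* and *cbp80* had a median log2 fold change of 0.48 in *se-1*. The number of higher genes ranged from 2826 to 3134 when 1 of the 6 libraries was left out, and it moved most with scaling to library size only, to 2649 genes. None of the loci that the paper examined by ChIP-qPCR was among them, nor was any higher at an unadjusted p-value under 0.05. The share of SE targets among all genes higher in *se-1* was not analysed here.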

Further characterization of the binding sites of SE and its metazoan ortholog ARS2 and their effects on gene expression will provide important insights into the coupling of transcription and RNA processing in eukaryotes.

Our findings have implications for biotechnology, as SE-dependent activation of gene expression might be utilized to increase the expression of specific transgenes and endogenous genes. Whether similar mechanisms or mechanisms acting in parallel to regulate the expression of other ILGs remains to elucidated. The fact that ILGs are present in all eukaryotic genomes and often fulfill important functions (Grzybowska, 2012) suggests that additional regulatory mechanisms exist to ensure the coordination of gene expression in the absence of introns and splicing.

## Materials and methods

**Key resources table:** 

**Reagent type (species) or resource**	**Designation**	**Source or reference**	**Identifiers**	**Additional information**
Strain, strain background (*A. thaliana*)	*se-1* mutant	Clarke et al. (1999)	NASC_ID:N3257	
Strain, strain background (A. thaliana)	*se-3* mutant	Grigg et al. (2005)	SALK_083196	
Strain, strain background (A. thaliana)	*cbp20-1* mutant	Papp et al. (2004)		
Strain, strain background (*A. thaliana*)	SE_Pro_:SE-3HA	This study		
Antibody	αSE	This study		Raised against the peptide: QDLDAPEE EVTVIDYRSL, 10 µl/ChIP; 1:300 (IP); 1:2000 (WB)
Antibody	αCDT	Abcam	ab817	10 µl/ChIP; 1:250 (IP); 1:1000 (WB)
Antibody	αCTDI-S2P	Abcam	ab5095	10 µl/ChIP; 1:250 (IP); 1:1000 (WB)
Antibody	αCTDI-S2P	Abcam	ab5131	1:200 (IF)
Antibody	αCTDI-S5P	Abcam	ab5408	10 µl/ChIP; 1:250 (IP); 1:2000 (WB); 1:200 (IF)
Antibody	rat monoclonal IgG_1_ 3F10 anti-HA	Sigma	000000011867423001	1:25 (IF)
Antibody	goat anti-rat IgG coupled to Cy3	Dianova	112-165-167	1:400 (IF)
Antibody	goat anti-rabbit antibody coupled to Alexa488	Dianova	111-546-047	1:400 (IF)
Commercial assay or kit	MinElute Reaction Cleanup Kit	Qiagen	28204	
Commercial assay or kit	QuantiNova SYBR Green PCR Kit	Qiagen	208052	
Commercial assay or kit	SYBR-Green Maxima	Thermo Fisher Scientific	K0251	
Commercial assay or kit	RevertAid First Strand cDNA Synthesis Kit	Thermo Fisher Scientific	K1621	
Commercial assay or kit	RNeasy Plant Mini Kit	Qiagen	74904	
Commercial assay or kit	TruSeq ChIP Library Preparation Kit	Illumina	IP-202–1012	
Commercial assay or kit	NEBnext poly(A) mRNA Magnetic Isolation Module	New England Biolab	#7490	
Commercial assay or kit	ScriptSeq v2 RNA-Seq Library Preparation Kit	Illumina,	SSV21124	
Chemical compound, drug	mouse IgG	Santa Cruz	sc-2025	
Chemical compound, drug	rabbit IgG	Santa Cruz,	sc-2027	
Chemical compound, drug	Agarose A/G-Plus beads	Santa Cruz	sc-2003	
Chemical compound, drug	protease inhibitor cocktail	SIGMA	P9599	
Chemical compound, drug	Phosphatase Inhibitor Cocktail 2	SIGMA	P5726	
Chemical compound, drug	Phosphatase Inhibitor Cocktail 23	SIGMA	P0044	
Chemical compound, drug	protein A-Agarose	Roche	11134515001	
Chemical compound, drug	protein G-Agarose	Roche	11243233001	
Chemical compound, drug	cOmplete, EDTA-free	Sigma	000000011873580001	

### Plant material and growth conditions

The Arabidopsis mutant plants, *se-1*, se*-3* and *cbp20-1*, used in this study have been described before (Clarke et al., 1999; Papp et al., 2004; Grigg et al., 2005). All mutant plants are in the Columbia (Col) background which served as a wild-type control in all experiments. For the expression of a 3xHA-tagged SE in *se-1* mutant backgrounds, we PCR-amplified the *SE* genomic locus (2244 bp upstream of the ATG start codon till the last coding triplet before the stop codon) and cloned it into Topo GW8 (Life Technologies). The *SE* genomic clone was transferred into pGWB413 to generate a *SE_Pro_:SE-3HA* construct, which was introduced into *se-1* mutants by floral dip transformation. The majority of the obtained T1 transgenic plant rescued the developmental phenotypes of *se-1* mutants and independent single insertion lines were propagated for further downstream analyses. Plants were grown for 10 and 16 days on solid or 6 days in liquid ½ strength Mourashige and Skoog (Duchefa) media at 22°C under constant light conditions.

### Stress treatments

Cold stress was applied by transferring 10-day-old seedlings grown on the plates to a container with (stress treatment) or without (control treatment) ice and incubated for the indicated time in the growth chamber before harvesting the samples.

### RNA stability assay

The RNA stability assay was performed on 6-day-old seedlings grown in liquid culture. The seedlings were transferred to liquid ½ strength Mourashige and Skoog media with or without 200 µg/ml cordycepin (Sigma) and incubated for the indicated time before harvesting the samples. RNA extraction, cDNA synthesis and steady-state transcript level were analyzed as described in section ‘RNA isolation and analysis’.

### RNA isolation and analysis

Total RNA was extracted using the RNeasy Plant Mini Kit (Qiagen) according to manufacturer’s instructions. For quantitative RT-PCR analyses, 1 μg of total RNA was treated with DNAse and reverse transcribed using RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. Oligo-dT primers were added for reverse transcription of mRNAs. Quantitative PCR was performed in reactions containing SYBR-Green (Maxima, Thermo Fisher Scientific or QuantiNova, Qiagen) on a CFX384 system (Bio-Rad). All measurements were repeated twice or three times, all experiments were performed using at least three biological replicates. All qPCR runs were performed in the presence of a standard curve of amplification. *PP2A* served as a normalization control for all experiments. Relative expression was calculated using the **ΔΔ**ct method (2^−**ΔΔ**ct^). All oligonucleotides are listed in Supplementary file 3.

### Chromatin-immunoprecipitation (ChIP)

16-day-old seedlings were harvested on ice and crosslinked with 1% (v/v) formaldehyde in MQ-buffer (10 mM Sodium-Phosphat-buffer pH 7, 50 mM NaCl, 100 mM sucrose, 1% (v/v) fromaldehyde) for 20 min using vacuum infiltration. Subsequently, the reaction was quenched by adding glycine to a final concentration of 125 mM. Nuclei enrichment was performed on 1.5 g or 3 g of cross-linked plant material using the HONDA buffer. For the ChIP experiments in presence of cordycepin, seedlings were grown in half strength Mourashige and Skoog liquid medium on a shaker (120 rpm) in constant light for six days and were treated for 2 hr with 200 µg/ml of cordycepin. For the treatment 6 flasks of 25 mg seeds/50 ml liquid media were pooled per sample and processed as described above.

Ground plant material was resuspended in 30 ml HONDA buffer (0.4 M sucrose, 1.25% (w/v) Ficoll, 2.5% (w/v) Dextran T40, 25 mM HEPES, pH 7.4, 10 mM MgCl_2_, 0.5% (v/v) Triton X-100, 1 mM phenylmethylsulfonyl fluoride (PMSF), 10 mM dithiothreitol (DTT), cOmplete, EDTA-free (Roche)). Homogenate was filtered through two layers of Miracloth. The Miracloth was washed using 10 ml of HONDA buffer. Nuclei were precipitated by centrifugation (1500 g, 15 min, 4°C). The pellet was washed five times using 1 ml of HONDA buffer. After each washing step nuclei were collected by centrifugation (1000 g, 5 min, 4°C). The nuclei pellet was washed in 1 ml of M3 buffer (10 mM sodium phosphate buffer, pH 7, 100 mM NaCl, 10 mM DTT, cOmplete, EDTA-free (Roche)) and nuclei were collected by centrifugation (1000 g, 5 min, 4°C).

The enriched nuclei pellet was resuspended in 1 ml sonic buffer (10 mM sodium phosphate buffer, 100 mM NaCl, 1% sarkosyl, 10 mM ethylenediamine tetraacetic acid (EDTA), 1 mM 4-(2-aminoethyl)benzenesulfonyl fluoride PEFAbloc, complete proteinase inhibitors (Roche)) and sonicated to a fragment size of 600–250 bp using the sonicator Covaris E220 (duty cycle: 20%, peak intensity: 140, cycles of burst: 200, time: 2.5 min). After centrifugation (14000 g, 5 min, 4°C), 700 µl supernatant was mixed with 1 Vol of IP buffer (10 mM HEPES, pH 7.4, 150 mM KCl, 5 mM MgCl_2_, 10 µM ZnSO_4_, 1% (v/v) Triton X-100, 0.05% (w/v) sodium dodecyl sulfate (SDS)). 140 µl (20% of the IP) was stored as input control. Antibodies were added to the IP fractions (10 µl specific SE antibody (raised against the 18AA C-terminal peptide, Agrisera, Sweden)), 10 µl pol II (ab817, abcam), 25 µl mouse IgG (Santa Cruz), 10 µl pol II-S2P (ab5095, abcam), 10 µl pol ll-S5P (ab5408, abcam), 25 µl normal IgG rabbit (Santa Cruz)) and incubated over night at 4°C on a rotating wheel. 40 µl of pre-blocked Agarose A/G-Plus beads (Santa Cruz, sc-2003) were added to the IP fraction and incubated for 6 hr at 4°C. The beads were washed five times using IP buffer for 10 min at 4°C followed by a centrifugation step (14000 g, 2 min, 4°C). Precipitated protein-DNA complexes were eluted form the beads by three times elution with 100 µl acidic glycine elution buffer (100 mM glycine, 500 mM NaCl, 0.005% (v/v) Tween-20, pH 2,8). Each elution fraction was immediately neutralized by transferring it to a tube containing 150 µl 1M TRIS, pH 9. All next steps were performed with both input and IP samples. The samples were treated with 1 µl of RNase A (Thermo Scientific) for 15 min at 37°C followed by a treatment with 1.5 µl Proteinase K (Roche) overnight at 37°C. The material was reverse cross-linked by an additional treatment of 1.5 µl Proteinase K and an incubation step at 65°C for 6 hr. DNA was purified using the MinElute Kit (Qiagen) according to manufacturer’s instructions. The precipitated DNA was used to prepare DNA sequencing libraries or to quantify enriched DNA fragments by standard qPCR methods. Enrichment of DNA fragments for SE and pol II ChIP analysis were calculated as % input (2^(ct input adjusted – ct IP)^*100).

### ChIP-seq Library preparation, sequencing and data analysis

Three independent ChIP experiments performed on 16-day-old seedlings from Col-0 (target samples) and from *se-1* mutants (control samples) were used to prepare ChIPseq libraries using the TruSeq ChIP Library Preparation Kit (Illumina) according to manufacturer’s instructions. Purification of ligation products was achieved on a BluePippin (Sage Sciences) using a 1.5% Agarose cassette. Elution size was 200–500 bp. All libraries were sequenced on HiSeq3000 using 150 bp single ends kit. The output was between 56 and 70 million per library. Sequencing data have been deposited with the European Nucleotide Archive (ENA), accession number ERP016859. Trimmed reads were aligned against Arabidopsis genome (TAIR10 release) using bwa. The output was used to generate BAM files required for calling peaks. Unique mapped reads were used to call peaks using MACS2. Peaks were called for the three biological replicates independently: sequences from *se-1* samples from each replicate was used as control for each Col-0. Overlapping peaks were called using the R package DiffBind (http://bioconductor.org/packages/release/bioc/html/DiffBind.html) and it results in 1012 peaks represented in all biological replicates. These overlapping peaks were considered highly reliable and used for further analysis.

Nucleotide sequences for the 1012 peaks subset were extracted and used to peaks annotation analysis using ChIPseek (Chen et al., 2014). The same subset of sequences was analyzed for conservative binding site RSAT (Supplementary file 2) (Medina-Rivera et al., 2015).

### RNA-seq Library preparation, sequencing and data analysis

For library preparation, RNA was isolated from WT and *se-1* plants harvested and treated as for the ChIP-seq analysis (without FA crosslinking, see above). Total RNA was isolated using the RNeasy Plant Mini Kit (Qiagen) according to the manufacturer’s instructions. mRNA was isolated using the NEBnext poly(A) mRNA Magnetic Isolation Module (New England Biolabs, #7490), followed by library preparation using ScriptSeq v2 RNA-Seq Library Preparation Kit (Illumina). For library preparation mRNA was used as input starting at the fragmentation step in the protocol (step number 5).

The mRNA libraries were sequenced on an Illumina HiSeq3000 using paired-end sequencing of 150 bp in length. Sequence quality was assessed using FASTQC (v0.10.1) and rRNA and tRNA sequences were filtered out and aligned with Bowtie2 (Langmead and Salzberg, 2012) version 2.1.0. The Bowtie2 --un-conc-gz parameter was adjusted to gain unmapped reads. Filtered reads were aligned to the genome (Kersey et al., 2016) (*Arabidopsis thaliana* Ensembl Plants release 34 bin, ftp://ftp.ensemblgenomes.org/pub/release-34/plants/fasta/arabidopsis_thaliana/dna/Arabidopsis_thaliana.TAIR10.dna.toplevel.fa.gz, ftp://ftp.ensemblgenomes.org/pub/release-34/plants/gtf/arabidopsis_thaliana/Arabidopsis_thaliana.TAIR10.34.gtf.gz) with TopHat2 (Kim et al., 2013), version 2.1.1 using the following parameters: tophat2 -p 10 -i 10 -I 1000 --library-type fr-secondstrand -G (alignment was guided with the GTF annotation file) and after mapping raw read counts were collected with featureCounts. DEseq2 (Love et al., 2014) was used to identify the genes affected *se-1* mutation. The genes with a padj < 0.05 were considered to be repressed and induced in se*-1* mutants compared to WT. 

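The comparison of *se-1* with WT was made here with edgeR's quasi-likelihood test on the 6 libraries concerned, and the authors' deposited table comes from a DESeq2 fit of all 12 libraries. In the authors' table, 3103 genes were repressed and 3535 induced at an adjusted p-value under 0.05. Of these, edgeR also called 2973 as repressed and 3296 as induced. With DESeq2 run on all 12 libraries, all of the authors' 3103 repressed and 3535 induced genes were called, and 3105 and 3537 genes in total. Of the edgeR calls, 48.0% were repressed genes. In 9485 of the tested genes (46.3%), every *se-1* library lay above or below every WT library, against the 10% of genes for which chance gives this with 3 libraries against 3. This held for 6743 of the 6921 called genes.

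Among genes called by edgeR with at least 5 CPM on average and no overlap between the groups, AT5G26270 fell most. The authors' table gives AT5G26270 a shrunken log2 fold change of -3.98 and no adjusted p-value. This gene (chromosome 5 from 9206375 to 9208136 on TAIR10, 1 intron) went from 341 ± 35.6 CPM (SD, n = 3) in WT to 5.04 ± 0.476 CPM in *se-1*, a log2 fold change of -6.08 (standard error 0.11, adjusted p = 9.57e-12 from edgeR's quasi-likelihood test). AT5G24240 (2 introns) and *PP2-A1* (AT4G19840, 2 introns) followed with log2 fold changes of -3.99 and -3.94. Exons of a neighbouring gene cover 18.8% of the exon bases of *PP2-A1*, where pairs were not counted. The largest rise was that of *MIR168a* (AT4G19395, chromosome 4 from 10578635 to 10578772), from 0.791 ± 0.125 CPM to 30.4 ± 2.96 CPM, a log2 fold change of 5.26 (standard error 0.14, adjusted p = 2.43e-10 from the same test). The noncoding gene AT4G06880 lies 406 bases away on the opposite strand and rose by a log2 fold change of 4.55, and because strand was not recorded in the counts the 2 transcripts cannot be separated with certainty. *PGP10* (AT1G10680, 12 introns) rose by a log2 fold change of 5.04 from 0.423 ± 0.202 CPM in WT. The intronless AT3G17520 rose by 4.63, with 3.32 to 13.4 CPM between the *se-1* libraries. The authors' table, with shrunken fold changes, gives 0.76 for AT3G17520.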

Raw data were deposited in the Gene Expression Omnibus (GEO) under accession number GSE99367.

### Analysis of SE target genes

Data sets for gene expression values were obtained from Laubinger et al. (2008), and Zeller et al. (2009), epigenetic data sets were obtained from Liu et al. (2016) (Zeller et al., 2009; Liu et al., 2016; Bi et al., 2017). Intron numbers were calculated based on TAIR10, isoform. 1, because in most cases isoform. one is the most abundant isoform. AGO1 ChIP-seq data were described in Liu et al. (2018). Intron numbers, gene expression values and epigenetic data were compared for SE-target and non-targets and a Wilcoxon-Mann-Whitney test was applied for statistical analyses.

### Analysis of intron number in plant stress responses

A pipeline was developed to generate information about intron number in genes that are induced by stress in different plant species, including Arabidopsis, rice, soy and maize. In brief, the ‘intron number’ in each gene was computed with an in-house script based on Ensembl genome annotation files (Kersey et al., 2016) and a list of genes induced by stress was generated using expression information from publically available RNA-seq data. The list of stress-induced genes was merged with the intron number list. The median of the ‘intron number’ distribution among the stress-induced gene list was compared with the median of the ‘intron number’ distribution of all genes in each corresponding genome employing a two sample Wilcoxon test.

Arabidopsis stress data sets were obtained from Zeller et al. (2009). The rice RNA-seq dataset with SRA accession number DRA000959 (DDBJ Center) was used to generate a list of stress-induced genes in rice (Kawahara et al., 2016). The rice reference genome used for the alignment and intron number calculations was downloaded from Emsembl, release 32 bin (ftp://ftp.ensemblgenomes.org/pub/plants/release-32/fasta/oryza_sativa/dna/Oryza_sativa.IRGSP-1.0.dna.toplevel.fa.gz, ftp://ftp.ensemblgenomes.org/pub/plants/release-32/gtf/oryza_sativa/Oryza_sativa.IRGSP-1.0.32.gtf.gz).

Maize stress RNA-seq dataset were obtained from NCBI GEO accession GSE76939 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE76939) (Lu et al., 2017). Maize annotations were downloaded from the official Ensembl website, release 32 bin (ftp://ftp.ensemblgenomes.org/pub/plants/release-32/fasta/zea_mays/dna/Zea_mays.AGPv4.dna.toplevel.fa.gz ftp://ftp.ensemblgenomes.org/pub/plants/release-32/gtf/zea_mays/Zea_mays.AGPv4.32.gtf.gz).

Mapping and normalization and list of differentially expressed genes for rice and maize RNA-seq datasets were carried out as described above. A list of stress-induced genes was generated where log2 [stress/mock]>=2 and padj < 0.05) was filtered out.

The dataset expression tables S2, S3, S5, S7 from a published study (Belamkar et al., 2014) were directly used to generate a list of stress-induced genes in by filtering out upregulated genes (log2[stress/mock]>=2 and padj < 0.05). The reference genome used to calculate ‘intron number’ in soy was ftp://ftp.ensemblgenomes.org/pub/plants/release-32/gtf/glycine_max/Glycine_max.V1.0.32.gtf.gz.

### Analysis of Drosophila ars2 mutant transcriptomes

For the analysis of the Drosophila ars2 mutant transcriptome, we obtained published data sets described in Garcia et al. (2016). Adapters and low quality bases were removed using TRIMMOMATIC, version 0.36 (Bolger et al., 2014), with the following parameters ILLUMINACLIP:TruSeq3-PE-2.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:35. rRNA and tRNA sequences were filtered out from the Ensembl 91 and extracted using the tophat2 gtf_to_fasta (Zerbino et al., 2018). Addtitonal tRNA sequences were for filtering were retrieved from GtRNAdb (http://gtrnadb.ucsc.edu/GtRNAdb2/genomes/eukaryota/Dmela6/dm6-tRNAs.fa) (Chan and Lowe, 2016). Filtered reads were aligned against the *Drosophila melanogaster* genome, using the corresponding GTF annotation file (Ensembl 91 release) (Zerbino et al., 2018) with default parameters using Tophat2, version 2.1.1 (Kim et al., 2013). Read counts were collected with featureCounts from the Subread package version v1.5.2 (Liao et al., 2013) using featureCounts --T 6 R -p -F GTF -J -M -G -a. To collect expression values, DESeq2 (version 1.16.1) (Love et al., 2014) was executed according to the authors’ recommendations, but with using the parameter ‘contrast’ with the wild-type sample. Downregulated genes (padj < 0.05 and fold change >= 2) were filtered out and merged together with the corresponding isoforms' intron number information based on the GTF file. Final intron number distributions from all annotated genes and downregulated genes in the *ars2* mutant were plotted using ggplot2, version 2.1.0 (Wickham, 2009), and a two sample Wilcoxon test was performed with ggsignif (version 0.4.0) (Ahlmann-Eltze, 2017). Similarly, intron numbers of genes downregulated (padj < 0.05 and fold change >= 2) in the Arabidopsis *se-1* mutant were compared to all annotated genes (TAIR10, omitting transposons and pseudogenes).

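As the background of this comparison, 31811 annotated genes outside the list were used here, after leaving out the annotation's 1 pseudogene; no gene in the count table is listed as a transposon. This background includes noncoding genes, and the paper's text does not give the number of genes in its own. The median of the paper's background is about 3 introns in Figure 2K, read by eye, against 2 here. This argues against both holding the same genes. The 31811 genes used here had a median of 2 introns, the same as the genes down at least 2-fold in *se-1*. Their mean was 3.69 introns against 2.82. Their share of intronless genes was 30.7%, which was above that of the down genes. Among protein-coding genes alone, 20.3% of the 26877 annotated genes outside the list were intronless, against 26.0% of the 530 genes down at least 2-fold. The medians were then 3 and 2 introns, and a down gene had fewer introns with a probability of 0.586 (two-sided permutation test, p = 2e-05). This background of protein-coding genes was added after the values had been seen. Counting introns in the isoform with the most introns in place of the first isoform gave a probability of 0.647 against the other tested genes (permutation test, p = 2e-05). Permutation was used in place of the Wilcoxon test's approximation because intron numbers hold many ties. Over the whole annotation, 9912 of the 32359 genes with an intron number (30.6%) have none, and among protein-coding genes the share is 20.4%.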

### Sample preparation for mass spectometry

For RNA polymerase II immunoprecipitation, WT Arabidopsis seedlings were harvested and kept on ice during harvesting/weighing time following by flash freezing in liquid nitrogen. 20 g of frozen material were ground together with liquid nitrogen using a pre-cooled mortar and pestle, and liquid nitrogen was added five times until a fine powder was obtained. 20 mL of extraction buffer (50 mM HEPES buffer pH = 7.4, 50 mM NaCl, 1 mM phenylmethylsulfonyl fluoride (PMSF), 1 mM dithiothreitol, 10% (v/v) glycerol, 1% (v/v) IGEPAL CA-630, 1:100 protease inhibitor cocktail (SIGMA, P9599), 1:500 Phosphatase Inhibitor Cocktail 2 (SIGMA, P5726), 1:500 Phosphatase Inhibitor Cocktail 3 (SIGMA, P0044) and cOmplete, EDTA-free (Roche)) was added and mixed with the plant samples. The resulting lysate was transferred to reaction tubes and spun at 13.000 rpm for 15 min at 4°C. The supernatant was passed through a 0.22 µM filter. 5 mL of lysate were used per IP and incubation was carried out in 5 mL Eppendorf tube – low protein binding. 20 µg of each antibody were pre-bound to 50 µL protein A-Agarose (for antibodies raised in rabbit) or protein G-Agarose (for antibodies raised in mouse) beads (Roche, 11134515001 and 11243233001, respectively) in extraction buffer, at 4°C for 2 hr on a rotating wheel. An antibody specifically recognizing the C’-terminal domain (CTD) of RNA polymerase II (pol II) (abcam, ab817) was used for immunoprecipitation. Antibodies recognizing pol II CTD Ser2P (abcam, ab5095) and pol II CTD Ser5P (abcam, ab5408) were used for immunoprecipitation of phosphorylated CTDs. 20 µg of mouse IgG or rabbit IgG antibodies were used as negative controls. Incubation with beads was carried out at 4°C for 30 min on a rotating wheel. After incubation, beads were spun at 1000 g at 4°C for 2 min, supernatant was removed and a 5 min wash with 1 mL of extraction buffer was carried out at 4°C on a rotating wheel. This washing step was repeated five times. Proteins were eluted from the beads in 30–35 µL of 2X Laemmli Buffer at 80°C for 10 min and stored overnight at 4°C. Eluted protein samples were purified using SDS PAGE (Invitrogen). Coomassie-stained gel pieces were excised and in-gel digested using Trypsin as described previously (Borchert et al., 2010). Extracted peptides were desalted using C18 StageTips and subjected to LC-MS/MS analysis (Rappsilber et al., 2007). LC-MS/MS analyses were performed on an Easy nano-LC (Thermo Scientific) coupled to an LTQ Orbitrap XL mass spectrometer (Thermo Scientific) as decribed elsewhere (Franz-Wachtel et al., 2012). The peptide mixtures were injected onto the column in HPLC solvent A (0.1% formic acid) at a flow rate of 500 nl/min and subsequently eluted with an 127 min segmented gradient of 5–33-50–90% of HPLC solvent B (80% acetonitrile in 0.1% formic acid) at a flow rate of 200 nl/min. The 10 most intense precursor ions were sequentially fragmented in each scan cycle using collision-induced dissociation (CID). In all measurements, sequenced precursor masses were excluded from further selection for 90 s. The target values were 5000 charges for MS/MS fragmentation and 10^6^ charges for the MS scan.

### Mass spectrometry data processing

The MS data were processed with MaxQuant software suite v.1.5.2.8 (Cox and Mann, 2008). Database search was performed using the Andromeda search engine, which is integrated in MaxQuant (Cox et al., 2011). MS/MS spectra were searched against a target-decoy Uniprot database consisting of 33,431 protein entries from *A. thaliana* and 285 commonly observed contaminants. In database search, full specificity was required for trypsin. Up to two missed cleavages were allowed. Carbamidomethylation of cysteine was set as fixed modification, whereas oxidation of methionine, acetylation of protein N-terminus and phosphorylation of serine, threonine and tyrosine were set as variable modifications. Initial mass tolerance was set to 4.5 parts per million (ppm) for precursor ions and 0.5 dalton (Da) for fragment ions. Peptide, protein and modification site identifications were reported at a false discovery rate (FDR) of 0.01, estimated by the target/decoy approach (Elias and Gygi, 2007). The iBAQ algorithm was enabled to estimate quantitative values by dividing the sum of peptide intensities of all detected peptides by the number of theoretically observable peptides of the matched protein (Schwanhäusser et al., 2011). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD006004 (Vizcaíno et al., 2014). (*Reviewer account details: **Username:**  **Password:** fcjpzeqK*). All proteins identified in our experiments are listed in Supplementary file 4.

### Sample preparation for co-immunoprecipitation

For Ser5P RNA polymerase II, immunoprecipitation protocol was identical to the mass spectroscopy sample preparation, except that 3 g of Arabidopsis of WT or *se-1* seedlings per sample were processed individually with 4 mL of extraction buffer and 40 µL of Protein G-Agarose beads (Roche, 11243233001) were used. For SE immunoprecipitation from cauliflower, 140 g of commercially available cauliflower was flash frozen in liquid nitrogen. Frozen samples were blended with a Rommelsbacher Floormixer MXH 1500, 1500 Watt blender together with 200 mL extraction buffer (20 mM Tris-HCl buffer pH 7.4, 150 mM NaCl, 1 mM PMSF, 1 mM ethylenediamine tetraacetic acid (EDTA), 5% (v/v) glycerol). Lysate was filtered through 2 layers of Miracloth (475855 - EMD Millipore). 1% (v/v) IGEPAL CA-630 (SIGMA), 1:100 protease inhibitor cocktail for plant cell lysate (SIGMA, P9599), 1:500 Phosphatase Inhibitor Cocktail 2 (SIGMA, P5726), 1:500 Phosphatase Inhibitor Cocktail 3 (SIGMA, P0044) and 1x cOmplete, EDTA-free (Roche) was added to samples. The lysate was incubated at 4°C for 30 min in a rotating wheel. 1.5 mL of lysate per sample were incubated with 5 µL of anti-SE antibody or 5 µL pre-immune serum from the same rabbit for 30 min at 4°C for on a rotating wheel. 20 µl of Agarose A/G-Plus beads (Santa Cruz, sc-2003) were added and samples were incubated for 1 hr. After incubation, beads were spun at 1000 g at 4°C for 2 min. Supernatants were removed and beads were washed five times using 1 mL of washing buffer (20 mM Tris-HCl buffer pH 7.4, 150 mM NaCl, 1 mM EDTA, 5% (v/v) glycerol, 1% (v/v) IGEPAL CA-630 (SIGMA)) at 4°C. Samples were eluted in 30–35 µL of 2X Laemmli buffer at 80°C for 10 min.

For both Arabidopsis and Cauliflower, samples were stored at −20°C until immunoblotting analysis using SE, Ser2P (ab5095), Ser5P (ab5408) and CTD (ab817) –specific antibodies.

### Sample preparation for TEM and super-resolution LM

Root tips of 4 day old Arabidopsis seedlings were fixed with 4% formaldehyde in MTSB (microtubule stabilizing buffer: 50 mM Pipes, 5 mM EGTA and 5 mM MgSO_4_, pH 7) for 30 min, followed by fixation with 8% formaldehyde for another 90 min at ambient temperature. Thereafter, root tips were embedded in 10% gelatin and infiltrated with a mixture of sucrose and polyvinylpyrrolidone (PVP) (1.8 M sucrose (Merck)/20% PVP (Sigma, PVP10-100G). Infiltrated root tip pieces were mounted on metal stubs and frozen in liquid nitrogen. Ultrathin (100 nm) cryosections were cut at −115°C using a Leica UC7/FC7 cryoultramicrotome (Leica). Thawed sections were transferred to coverslips for immunofluorescence labelling or to pioloform and carbon coated electron microscopic grids for immunogold labelling.

*Immunolabelling:* Unspecific binding sites of thawed cryosections were blocked with 0.5% bovine serum albumin, 0.5% milk powder in phosphate-buffered saline (PBS) for 20 min. Antibody incubation was performed for 60 min (immunogen affinity purified rabbit antibody against pol II Ser5P ab5095 (1:200; Abcam), immunogen affinity purified rabbit antibody against pol II Ser2P ab5131 (1:200; Abcam), rat monoclonal IgG_1_ 3F10 anti-HA (1:25; Roche/Sigma-Aldrich), diluted in blocking buffer). For double-labelling experiments, a mixture of the respective antibodies was used. After washing in blocking buffer for 20–30 min, sections were incubated with fluorescence (goat anti-rat IgG coupled to Cy3 (1:400), goat anti-rabbit antibody coupled to Alexa488 (1:400), (all markers were from Dianova, Germany), all markers diluted in blocking buffer) for 60 min. After final washing for 20–30 min in blocking buffer and PBS, sections mounted on coverslips were stained for DNA (4`,6-diamidino-2-phenylindole, DAPI))(1 mg/ml; Sigma) and embedded in Mowiol 4.88 (Calbiochem) containing the anti-fading reagent DABCO (25 mg/ml; Sigma), whereas sections mounted on grids were silver-enhanced for 30 min using R-Gent (Aurion), washed thoroughly with double distilled water, stained with 1% uranyl acetate and finally embedded in a thin layer of 1.8% methyl cellulose (catalogue no. M-6385; Sigma-Aldrich) containing 0.3–0.45% uranyl acetate. The following immunofluorescence controls were performed: (i) anti-HA labelling on WT root tips resulted in low background, (ii) labeling with other pol II-specific antibodies show a similar labeling pattern, however with higher unspecific background, (iii) omitting first antibodies resulted in negligible labeling.

### Confocal laser scanning microscopy (Airyscan)

A Zeiss LSM 880 equipped with Airyscan detector was used. In order to increase axial resolution, immunolabelled thawed cryosections of 100 nm thickness were analyzed. Sections were imaged with a C-Plan-Apochromat 63x/1.40 Oil DIC UV-VIS-IR M27 objective. For the Airyscan mode, optimal frame size settings were used (pixel size is 40 nm). Images were processed using Airyscan processing default settings. Laser wavelength was 488 nm (~1%) and 561 nm (~1%), binning mode 1 × 1, detector gain 800, beam splitter MBS 488/561, Cy3 filter BP 495–550 + LP 570, Alexa488 filter BP 420–480 + BP 495–550, averaging factor 2. Contrast and brightness was adapted.

### Super-resolution optical fluctuation imaging (SOFI)

We also employed Super-resolution Optical Fluctuation Imaging (SOFI) as a microscopy technique to enhance the contrast of neighboring or overlapping protein clusters, which proved to be insufficient in classical light microscopy. This method relies on higher-order statistical analysis of temporal fluctuations (caused by fluorescence blinking/intermittency) recorded in a sequence of images (movie) (Dertinger et al., 2009). While the absolute resolution enhancement largely depends on the sample and fluorophores, it is especially efficient in suppressing background signals which further improves image contrast. Also for this type of analysis, immunolabelled thawed cryosections of 100 nm thickness were used to obtain a high z resolution.

To enhance and control the blinking behavior of the organic dye labels Cy3 and ATTO488, we used a common super-resolution imaging buffer consisting of an oxygen scavenger system (glucose, glucose oxidase, catalase) and beta-mercaptoethanol in a Tris/NaCl buffer of pH 8.0.

### Microscope setup, acquisition and data analysis for SOFI

Movies were taken on a custom-built super-resolution microscope with total internal reflection (TIRF) illumination, using an Orca-Flash4.0 Digital CMOS camera (Hamamatsu, Japan). Fluorescence excitation of structures tagged with Cy3 were performed by a 561 nm laser (50 mW, Vortran Stradus, Laser2000, Germany), which was first spectrally cleaned up by a band pass filter (BrightLine 561/14, Semrock, USA), then spatially cleaned up by a glass fiber (PM-S405-XP, Thorlabs, USA) before focusing the beam onto the back focal plane of a high NA objective (Alpha Plan-Fluar 100x/1.49, Zeiss, Germany) with an off-axis lens to achieve TIRF illumination. Analogously, ATTO488-tagged structures were excited with a 488 nm laser (100 mW, Oxxius LBX, Laser2000, Germany), cleaned up by a band pass filter (ZET405/488x, Chroma, USA). Additionally, a 405 nm laser (80 mW, NANO 250, Qioptiq, UK) was used to further control the blinking behavior of the fluorescent tags in both cases. A quad-line beam splitter (zt450/488/561/640rpc, Chroma, USA) between the TIRF lens and the objective was used to reflected all illumination laser lines onto the sample plane while the respective fluorescence emission was able to pass through to the detection path. Here, further emission color filters (BrightLine 527/20, BrightLine 580/23, Semrock, USA) blocked residual excitation light and an imaging lens projected the fluorescence emission to the CMOS camera chip with an effective pixel size of 111 nm.

The power of the 405 nm activation laser and the respective imaging lasers were adjusted until the fluorescent molecules in the region of interest showed sufficiently fluctuating intensities for SOFI imaging. Movies for the different fluorophores were then acquired sequentially by the camera's acquisition software (HOKAWO, Hamamatsu, Japan). The Cy3-tagged structures were imaged first and further illuminated until all Cy3 fluorophores were bleached, so they would not influence the ensuing recording of the ATTO488 tagged structures. Typically, each movie consisted of 10000 frames (128 × 128 pixels) with an acquisition time of 10 ms per frame.

Data processing for fluctuation imaging was performed by the open-source Localizer software package (Dedecker et al., 2012). The recorded image sequences underwent second-order SOFI analyses. The resulting super-resolved images were further deconvolved employing a Richardson-Lucy algorithm with three iterations and a Gaussian point spread function (SD = 1.6 pixels).

### Co-localization analysis

Line intensity profiles of randomly selected Regions of Interest (ROI) were generated by ZEN software. Data from ZEN software were exported to Excel.

How the deposited data were processed for this re-analysis (not part of the article)

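Gene expression was measured by RNA-seq of poly(A) RNA from 16-day-old Arabidopsis seedlings in 12 libraries: 3 each of WT, *se-1*, *cbp20* and *cbp80*. SE is SERRATE, and CBP20 and CBP80 are the 2 components of the nuclear cap-binding complex (CBC). The libraries were grouped by genotype as their labels give it, and no library was left out.

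The authors filtered out reads of rRNA and tRNA with Bowtie2, aligned the rest to the TAIR10 genome with TopHat2 and counted read pairs per gene with featureCounts on the exons of the Ensembl Plants annotation. The unit of the deposited count table is counts, whole numbers of read pairs per gene without normalization. Strand was not used in counting, and pairs with several alignments or on exons of several genes were not counted. The exons of 9805 genes (29.9%) overlap exons of another gene, where this rule removes pairs. The authors also deposited a DESeq2 table for each mutant against WT. Its fold changes are log2 values, its mean expression and its test statistic are scores on DESeq2's own scale, and its p-values are given raw and as adjusted by the authors. The mean expression of each gene is the same in the tables of the 3 mutants, so that they come from one fit of all 12 libraries. These tables served for comparison only. The exon length per gene in the count table was used for matching genes by length.

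Between 18565569 and 27068656 read pairs per library were counted on genes, with medians of 21164973 in WT, 20517980 in *se-1*, 22113841 in *cbp20* and 21931250 in *cbp80*. A count of 3 was taken as the floor of detection, which is between 0.111 and 0.162 CPM (a gene's counts over the library's total, scaled to 1e6). In each library, 20130 to 20662 genes had at least 10 counts. Between replicates, the variance of counts was 4.46 to 10.1 times that of counting error alone, so the tests took the spread between replicates from the libraries rather than from the counts. The 10 most abundant genes held 4.94% to 6.38% of the counts of a library.

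Intron numbers, gene types and positions came from the RefSeq annotation of TAIR10. The coordinates of this annotation and those of the count table were compared: 32532 of 32548 paired genes (99.95%) start and end at the same bases. All 21484 genes with a single transcript had the same number of exons in both. The 285 genes of the mitochondrial and plastid genomes have no intron number here. Intron numbers were those of the first isoform.

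Each mutant was compared with WT in edgeR 4.0.16 (R 4.3.3) on the 6 libraries concerned. Genes with at least 10 counts in at least 3 libraries were kept, libraries were normalized by TMM, and edgeR's quasi-likelihood test was used with Benjamini-Hochberg adjustment over all tested genes. Genes with an adjusted p-value under 0.05 were called, and genes with a log2 fold change of at least 1 or at most -1 in addition were counted as changed at least 2-fold. Values of single genes are CPM after TMM normalization, as mean ± SD of 3 libraries. The standard error of a log2 fold change was worked back from the test. It is the absolute log2 fold change over the square root of the test's F statistic, so it is approximate. Differences between *se-1* and each of the other mutants were tested directly, in 1 fit of all 12 libraries, where the WT libraries cancel. On simulated counts with 3 libraries in each group and changes of at least 2-fold, the test called 188 of 200 changed genes (94.0%). Of its 212 calls, 24 were unchanged genes, a larger share than the threshold of 0.05 aims at. Smaller changes were not simulated, so the 94.0% does not hold for them. Genes called down in *se-1* had a median log2 fold change of only -0.46.

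Intron numbers of genes changed at least 2-fold were compared with those of the other tested genes by a two-sided permutation test of the rank sum with 100000 resamples. The effect is the probability that a gene of the list has fewer introns than another gene, with ties counted as 0.5. Matched comparisons drew 10000 random lists from genes in the same bins of mean expression, exon length, GC content or spread between replicates, with 20 bins for 1 measure and 10 for each of 2 measures. Gene sets were tested with limma 3.58.1: camera with a preset correlation of 0.01, camera with an estimated correlation, and fry. The sets were the 12 SE target loci of Figure 1C and the annotated *MIRNA* genes. Because all comparisons share the WT libraries, correlations of fold changes between mutants were set against 100 simulations of unchanged groups that share their control, and recomputed with different WT libraries for each mutant. A smallest exact p-value of 0.1 follows from 3 libraries against 3, so single genes have no permutation test that can pass 0.05.

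The genes named are 18 from the paper (the 12 loci of Figure 1C, *CBF2*, *CBF3*, *LOX4* and the 3 mutated genes) and, for each mutant, the 3 largest rises and the 3 largest falls among called genes with at least 5 CPM on average whose 3 mutant libraries all lie outside the range of the WT libraries. The main tests, thresholds, lists of genes and this rule were chosen before the data were examined, and so were these alternatives: DESeq2 1.42.0 and limma-voom in place of edgeR, 3 other normalizations (DESeq2's size factors, upper quartile and library size only), no filter on low counts, a filter of 10 counts in every library, 1 fit of all 12 libraries, the replicate number as a block, leaving out each library in turn, an adjusted p-value alone without the 2-fold threshold, other backgrounds for the intron numbers, protein-coding genes only and the isoform with the most introns. A DESeq2 fit in the form of the authors' tables, with all 12 libraries and shrunken fold changes, and a background of all annotated protein-coding genes were added after the data had been seen. The closing section gives their effects. The ChIP-seq, ChIP-qPCR, RT-qPCR and *Drosophila* data of the paper, and the overlap of the complete list of ChIP-seq targets with the changed genes, were not analysed here. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.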

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

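The regroupings of the libraries, the refits without trends in GC content, exon length, depth or the most abundant genes, the *MIRNA* medians with library size only and the comparison of falling with rising protein-coding genes are tests that were chosen only after the results were seen.

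The paper's text does not report on the *cbp20* and *cbp80* libraries, and both mutants differed from WT in many genes. With edgeR's quasi-likelihood test and an adjusted p-value under 0.05, 4031 of 20475 tested genes were called in *cbp20* (1941 down and 2090 up) and 7955 of 20543 in *cbp80* (3830 down and 4125 up), beside 6921 of 20491 in *se-1*. The mutant libraries lay wholly above or below the WT libraries in 35.7% of tested genes in *cbp20* and in 49.8% in *cbp80*, where chance gives 10%. Of the 10 splits of the 6 libraries of each comparison, 1 gave as many genes, the real one, in *cbp20*, in *cbp80* and also in *se-1*, which is the smallest share that 3 libraries against 3 allow. After trends with GC content and exon length were removed from each library, 4000 genes were called in *cbp20*, 8005 in *cbp80* and 7022 in *se-1*. With all libraries thinned to the lowest total, these numbers were 3779, 7619 and 6709, and without the 10 most abundant genes 4028, 7957 and 6916. These values argue against GC content, length and depth as the source of the differences. For the 10 most abundant genes, they show only that the calls after TMM do not rest on them. TMM already normalizes for library composition, so this refit cannot test such genes further. The balance of directions depends on the scaling: with library size only, 2608 genes were down and 1676 up in *cbp20* (60.9% down in place of 48.2%) and 5529 down and 3130 up in *cbp80* (63.9% in place of 48.1%). One library matters for *cbp20*: without *cbp20* replicate 1, 1251 genes were down in place of 1941. As a check of the labels, *CBP20* RNA was lower in *cbp20* (log2 fold change -1.55, adjusted p = 5.37e-08, below WT in 3 of 3 libraries) and did not differ from WT in *se-1* (0.15, adjusted p = 0.136) or *cbp80* (0.10, adjusted p = 0.280), all from edgeR. *CBP80* RNA in *cbp80* (-0.16, adjusted p = 0.174) and *SE* RNA in *se-1* (-0.06, adjusted p = 0.491) did not differ from WT, so these transcripts cannot show whether the *cbp80* and *se-1* labels are right. The labels give no sequencing batch or growing date, so a batch that follows the genotype stays open beside the mutations themselves.

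The effects of the mutants also differed from each other. In the direct test between mutants, in which the WT libraries cancel, 2847 genes differed between *se-1* and *cbp20* (1545 higher and 1302 lower in *se-1*, 365 of them at least 2-fold) and 2388 between *se-1* and *cbp80* (1146 higher and 1242 lower, 285 at least 2-fold). Of the 10 splits of the 6 mutant libraries, 1 gave as many genes in either case, the real one. The numbers ranged from 2291 to 3106 genes and from 2200 to 2562 genes under the 4 alternative settings run for this test, of which library size only gave 3106 and 2405. These settings leave most of the total in place, but the balance of directions depends on the scaling: with library size only, 1237 genes were higher and 1869 lower in *se-1* than in *cbp20*, which reverses the majority, and 1072 were higher and 1333 lower than in *cbp80*. Among the 1340 genes called down in all 3 mutants, the fall was smaller in *cbp20* than in *se-1* for 75.7%, with medians of -0.49 and -0.67, and among the 1618 genes called up in all 3, the rise was smaller for 76.0%, with medians of 0.52 and 0.67. The *cbp20* plants still had 12.4 ± 1.23 CPM of *CBP20* RNA against 36.3 ± 3.03 CPM in WT (SD, n = 3 each). Residual CBP20, a role of SE outside the CBC and a batch that follows the genotype all stay open, and none of them was tested.

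Genes with few introns were overrepresented among the genes that fell at least 2-fold in the CBC mutants, and among those that rose at least 2-fold in all 3 mutants, which the paper does not report. A gene down at least 2-fold had fewer introns than another tested gene with a probability of 0.661 in *cbp20* and 0.649 in *cbp80*, and a gene up at least 2-fold with a probability of 0.611 in *se-1*, 0.615 in *cbp20* and 0.616 in *cbp80* (permutation tests, p = 2e-05 in each, the smallest they can give). For the rising genes the background decides: against all annotated genes, the probability was 0.501 in *se-1*, 0.508 in *cbp20* and 0.507 in *cbp80* (permutation tests, p = 0.901, 0.608 and 0.494). In *se-1*, lists matched to the falling genes gave a probability of 0.551 when matched on mean expression, 0.605 on exon length, 0.625 on GC content, 0.554 on expression and length together (permutation over random lists, p = 0.0002 in each, the smallest 10000 lists can give) and 0.528 on the spread between replicates (p = 0.0032). It was 0.648 among protein-coding genes alone and 0.63 among genes with at least 10 CPM. None of these properties therefore accounts for the whole difference of the falling genes, although expression and replicate spread each account for most of it. In the rising genes of *se-1*, the matched values were 0.546 on expression, 0.554 on length, 0.577 on GC content and 0.526 on expression and length together (permutation over random lists, p = 0.0072), and the probability was 0.568 among protein-coding genes and 0.568 among genes with at least 10 CPM. Matched on the spread between replicates, it was 0.521 (permutation over random lists, p = 0.118), so that for the rising genes a larger variability of genes with few introns may account for the difference. In *cbp20* and *cbp80*, only matching on expression and on length was run, with 0.546 and 0.549 for the falling genes and 0.542 and 0.559 for the rising genes when matched on expression.

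Falling and rising genes were also compared with each other in *se-1*. Over all genes with an intron number, a gene down at least 2-fold had fewer introns than a gene up at least 2-fold with a probability of 0.524 (permutation test, p = 0.139), which leaves open whether few introns mark falling genes or changing genes in general. Among protein-coding genes the probability was 0.575 (permutation test, p = 2e-05), and it was 0.598 in *cbp20* and 0.567 in *cbp80* (p = 4e-05 in both). Rising protein-coding genes also had fewer introns than other tested ones, with probabilities of 0.568 in *se-1*, 0.561 in *cbp20* and 0.579 in *cbp80* (permutation tests, p = 2e-05, 0.00032 and 2e-05). Against all annotated protein-coding genes the rising genes showed no such difference (0.509 in *se-1*, permutation test, p = 0.428). The comparison of falling with rising genes was not matched on expression. Matched on expression, over all genes, the falling and the rising genes were close to each other in each mutant (0.551 and 0.546 in *se-1*, 0.549 and 0.559 in *cbp80*), so whether few introns go more with falls than with rises stays open. Both comparisons differ by the genes that do not code for proteins, which make up 106 of the 745 rising genes of *se-1* and 17 of its 547 falling genes.

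The annotated *MIRNA* genes, whose primary transcripts SE and the CBC help to process, were higher in all 3 mutants. Their median log2 fold change was 3.07 over 54 tested genes in *se-1* (50 higher), 1.07 over 34 genes in *cbp20* (28 higher) and 2.02 over 40 genes in *cbp80* (34 higher), with 44, 20 and 29 genes called up by edgeR. With genes at the floor in WT set to their lower bound, the medians were 2.26, 1.07 and 1.90. Over genes that overlap no other gene, the lowest of the 3 medians was 1.30, and with scaling to library size only it was 1.02, which argues against reads of overlapping genes and against normalization as the source. The medians depend on which genes pass the filter. Without 1 *se-1* library, 29 or 30 genes were tested in *se-1* and the median was 1.50 to 1.56. Without 1 *cbp20* library, 27 genes were tested in *cbp20*, with medians from 0.68 to 0.81. Without 1 *cbp80* library, 28 or 29 genes were tested in *cbp80*, with medians from 1.03 to 1.12. A gene with under 10 counts in every WT library, whether absent there or not, cannot pass when 1 mutant library is missing. The filter asks for 10 counts in 3 libraries. The direction and the side of the threshold of the set test held in each of these fits (camera, p at most 0.000538 over all alternatives). The counts do not record strand, so that antisense or read-through RNA may also be counted on these genes, as for *MIR168a* and the noncoding AT4G06880, which lies 406 bases away on the opposite strand and rose by 4.55 in *se-1*; among genes without an overlap, the median of *se-1* was 3.16. Impaired processing of the primary transcripts stays open as the biological explanation and was not tested.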

How the results depend on the processing

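No test in this part was chosen only after the result was seen, apart from the DESeq2 fit in the form of the authors' tables and the background of all annotated protein-coding genes.

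Every count of called genes stayed within 1.5 times its value under each alternative normalization, test, filter and set of libraries, with the following exceptions. Scaling to library size only gave 5074 genes down in *se-1* in place of 3319, 65.7% of the called genes in place of 48.0%. TMM factors were 1.02 to 1.04 in WT and 0.97 to 0.99 in *se-1*, so that this setting shifts all log2 fold changes, by -0.09 at the median. A filter of 10 counts in every library gave 167 genes down at least 2-fold in *cbp20* in place of 265 and 217 up at least 2-fold in place of 343, with 19601 in place of 20475 genes tested. The DESeq2 fit in the form of the authors' tables, added after the data were seen, gave 285 genes down at least 2-fold in *se-1* in place of 564, 75 in *cbp20* in place of 265 and 304 in *cbp80* in place of 578. For genes up at least 2-fold it gave 472 in place of 752, 181 in place of 343 and 485 in place of 828. It shrinks fold changes toward 0 by construction. Leaving out 1 of the 6 libraries gave 2566 to 2881 genes down in *se-1*, 1251 to 1702 in *cbp20* (1251 without *cbp20* replicate 1, in place of 1941) and 3127 to 3471 in *cbp80*, and 461 to 585, 209 to 275 and 483 to 588 genes down at least 2-fold. For genes up, the ranges were 2826 to 3134, 1484 to 1895 and 3357 to 3748.

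The genotypes share replicate numbers, but little sign of pairing was seen. The deviations of same-numbered libraries from their group means had correlations between -0.07 and 0.10 across genes. Those of libraries with different numbers lay between -0.14 and 0.09. For WT with *cbp20* the same-numbered correlations were 0.065, 0.051 and 0.074, so weak pairing stays open there. For WT with *se-1* and with *cbp80* they had both signs. With the replicate block, 3386 genes were down and 3676 up in *se-1*, 2228 and 2418 in *cbp20* and 3757 and 4057 in *cbp80*.

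Falling genes had fewer introns in each mutant under all 23 alternatives. By permutation, the probabilities were 0.526 to 0.648 in *se-1* (p at most 0.0289), 0.545 to 0.672 in *cbp20* (p at most 0.0118) and 0.513 to 0.652 in *cbp80* (p at most 0.0124). The 0.513 came from the adjusted p-value alone, without the 2-fold threshold. For genes down at least 2-fold in *cbp80*, the lowest value was 0.530, against all annotated genes. The share of intronless genes did not always follow. With the DESeq2 fit in the form of the authors' tables, it was 21.2% of the falling genes against 22.2% in *se-1*. It was 22.2% against 22.2% in *cbp20* and 26.8% against 22.2% in *cbp80*. For genes up at least 2-fold, the difference depended on the background. By permutation tests against all annotated genes, the probability was 0.501 in *se-1* (p = 0.901), 0.508 in *cbp20* (p = 0.608) and 0.507 in *cbp80* (p = 0.494), and against all annotated protein-coding genes 0.509 (p = 0.428), 0.503 (p = 0.852) and 0.521 (p = 0.0502). These backgrounds hold genes that were not expressed and could not be called, and such genes have fewer introns. With the DESeq2 fit in the form of the authors' tables it was 0.511 in *cbp20* (p = 0.60) and 0.524 in *cbp80* (p = 0.0679), and with the adjusted p-value alone 0.508 in *cbp20* (p = 0.233); the cause was not tested. Over the remaining alternatives the p-value of the rising genes was under 0.05 in each mutant.

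The fall of the ChIP-qPCR loci as a set passed 0.05 with camera's preset correlation in each mutant and with fry, and did not pass with an estimated correlation, where the medians are the same -0.21 in *se-1* (p = 0.104), -0.36 in *cbp20* (p = 0.174) and -0.26 in *cbp80* (p = 0.0716); the correlations estimated were 0.061, 0.390 and 0.037, larger than the preset 0.01. Leaving out 1 library gave medians from -0.26 to -0.19 in *se-1*, -0.56 to -0.20 in *cbp20* and -0.29 to -0.23 in *cbp80*, all with p under 0.05. The rise of the *MIRNA* genes held under camera, fry and an estimated correlation in all 3 mutants.

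For the named genes, 729 combinations of a gene, a mutant and an alternative were run. The direction and the side of the threshold were unchanged in 680, 19 lost the threshold, 15 passed it, and 15 reversed their sign. All reversals came from leaving out 1 library, and apart from *PR1* in *se-1* all were in genes whose log2 fold change did not differ from 0 by the test. Over the 6 fits that each left out 1 library, AT2G25250 ranged from -0.089 to 0.081 in *cbp20*, *MAPKKK14* (AT2G30040) from -0.070 to 0.065 in *cbp80*, AT3G10930 from -0.033 to 0.19 in *se-1*, *ERF4* (AT3G15210) from -0.028 to 0.32 in *se-1* and from -0.24 to 0.19 in *cbp20*, and AT5G65207 from -0.060 to 0.23 in *cbp20* and from -0.064 to 0.081 in *cbp80*. *PR1* (AT2G14610) ranged from -0.58 to 4.31 in *se-1* and from -0.27 to 1.61 in *cbp20*. It fell to -0.58 in *se-1* without *se-1* replicate 3, from 3.72 with it (adjusted p = 0.0378 with all libraries, 0.00256 to 0.242 over the alternatives), and to -0.27 in *cbp20* without *cbp20* replicate 2, from 1.13. In *PR1*, a single library decides the value. The correlations of fold changes between mutants stayed between 0.780 and 0.886 under the alternatives run for them, the direct differences between mutants within 1.5 times their number, and the correlation of expression in WT with intron number between 0.174 and 0.411.

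The depth limits what can be said of weakly expressed genes. With a floor of 3 counts, genes under 0.111 to 0.162 CPM cannot be told from absent ones, and 15 of the 54 tested *MIRNA* genes were at this floor in every WT library, which leaves only lower bounds for their rise in *se-1*.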

Differences from the paper's values

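The background of all annotated protein-coding genes and the DESeq2 fit in the form of the authors' tables were chosen only after the results were seen. The paper measured the genes of Figure 2I by RT-qPCR and the values here come from RNA-seq counts, so the assays differ. For each gene both values are the level in *se-1* relative to WT. The paper's value for AT2G23120 is about 0.51 in Figure 2I, read by eye, against 0.862 here. For AT2G25250 it is about 0.64 in Figure 2I, read by eye, against 1.12 here, and for AT3G10930 about 0.57 in Figure 2I, read by eye, against 1.04 here. For *ERF4* (AT3G15210) the paper's value is about 0.51 in Figure 2I, read by eye, against 1.10 here. Single genes were run under only some of the alternatives set before the data were examined. These were DESeq2, the replicate block, no filter, and leaving out each of the 6 libraries. None of them closed the gap for these 4 genes. The paper's value for AT5G65207 is about 0.69 in Figure 2I, read by eye, against 1.07 here; without WT replicate 3 the value here was 1.02, which is within 1.5 times the paper's, and with none of the other alternatives set before the data were examined was this so.

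The paper states that several intronless SE targets were lower in the *se* mutants by RT-qPCR. Of the genes read from Figure 2I, the value here was under 1 for AT1G07135, AT2G23120, *MAPKKK14* (AT2G30040), AT3G19030 and AT4G27652, and of these *MAPKKK14* did not pass the threshold (log2 fold change -0.16, adjusted p = 0.350 from edgeR) under any of its alternatives. The other 4 genes were at or above WT here, with log2 fold changes between 0.06 and 0.16 and adjusted p-values from 0.198 to 0.862. Leaving out WT replicate 1, WT replicate 2 or *se-1* replicate 1 gave a log2 fold change below 0 for AT3G10930, the lowest being -0.033, and leaving out WT replicate 2 gave -0.028 for *ERF4*, with adjusted p-values of at least 0.873.

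The paper's median intron number of the background is about 3 in Figure 2K, read by eye, against 4 here over the other tested genes. It was 3 here with no filter on low counts, with all annotated protein-coding genes and with the DESeq2 fit in the form of the authors' tables, and 2 with all annotated genes.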

Other observations

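The tests of a difference of the WT plants from all mutants are tests that were chosen only after the results were seen.

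The fold changes of the mutants followed each other. Across genes, which are not independent replicates, the log2 fold changes against WT had a Pearson correlation of 0.814 (Spearman 0.736) between *se-1* and *cbp20*, 0.858 (0.787) between *se-1* and *cbp80* and 0.852 (0.810) between *cbp20* and *cbp80*. Each comparison uses the same 3 WT libraries, which alone gave correlations of 0.467 to 0.531 in 100 simulations of unchanged groups. When each mutant was compared with different WT libraries, the lowest correlation was 0.696 for *se-1* and *cbp20* and 0.772 for *se-1* and *cbp80*, which argues against shared controls as the whole cause. A difference of the WT plants from all mutants, such as in growth or seed batch, would give the same change in each mutant. It cannot be the whole cause of the changes in *se-1*, since 32.0% of the genes called there differed from *cbp20* in the direct test. The WT libraries cancel in that test, so it cannot decide where the shared part of the changes comes from. For this part, a difference of the WT plants and a shared effect of the mutations cannot be told apart. The reason is that the series has only 1 group of WT plants. The shared part includes 1761 genes called in the same direction in all 3 mutants. These genes differed between *se-1* and neither *cbp20* nor *cbp80*.

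Some of the largest changes were of similar size in all 3 mutants. AT5G26270 had log2 fold changes of -6.08 in *se-1*, -5.10 in *cbp20* and -5.28 in *cbp80*, AT5G24240 of -3.99, -3.81 and -3.46, and *PGP10* (AT1G10680) of 5.04, 4.81 and 5.32, each with 3 of 3 libraries beyond all WT libraries. In the direct tests between mutants, AT5G24240 and *PGP10* did not differ between *se-1* and *cbp20* (adjusted p = 0.622 and 0.233 from edgeR) or *cbp80* (0.105 and 0.121), and AT5G26270 differed from *cbp20* (a difference of -0.98, adjusted p = 0.0327) and not from *cbp80* (-0.80, adjusted p = 0.0934). *PP2-A1* (AT4G19840), by contrast, had -3.94, -1.13 and -4.66, and *COR15A* (AT2G42540) -2.15, -1.13 and -3.48, and both differed between *se-1* and *cbp20* in the direct test (adjusted p = 4.25e-11 and 0.000318 from edgeR). The intronless AT5G03545 had -3.28, -2.35 and -2.36. *PR1* (AT2G14610) was higher by 4.89 in *cbp80*, with 5.71 to 79.4 CPM between its libraries. No explanation of these single genes was tested.

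The ChIP-qPCR loci of Figure 1C were also lower in the CBC mutants. In *cbp20*, 8 of the 11 tested loci were lower and 5 were called down by edgeR over all genes (6 adjusted over the list alone), and in *cbp80*, 7 were lower and 6 were called down (6 down and 1 up adjusted over the list alone). *CBF1* changed by a log2 fold change of -1.39 in *cbp20* and -1.61 in *cbp80*. Of its paralogs, *CBF2* did not differ from WT in *se-1* (-0.31, adjusted p = 0.104, and 0.00745 to 0.341 over its alternatives) and was lower in *cbp20* (-1.43) and *cbp80* (-1.59). *CBF3* was lower in *se-1* (-0.55, adjusted p = 0.0387), which was lost without WT replicate 1, WT replicate 3, *se-1* replicate 1 or *se-1* replicate 2 (adjusted p from 0.0106 to 0.188 over its alternatives), and in *cbp20* (-1.27) and *cbp80* (-1.91). *LOX4* (AT1G72520) was lower in all 3, by -0.91, -0.98 and -0.64. *CBP80* (AT2G13540) was higher in *se-1* (0.39, adjusted p = 0.00148, all p-values from edgeR).

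Intronless genes took a larger share of all counts in the mutants: 12.0% ± 0.127 in *se-1*, 11.6% ± 0.295 in *cbp20* and 11.6% ± 0.0412 in *cbp80*, against 10.9% ± 0.180 in WT (SD, n = 3 each). A few abundant genes may account for this in *se-1*, since without the 10 intronless genes with the most counts the share was 8.15% against 8.10% in WT, a gain of 0.0554 percentage points. It does not account for *cbp80* in the same way: without these genes the share was 8.37% ± 0.111 in *cbp80*, where 0.278 of the gain of 0.707 percentage points remained, and 8.19% ± 0.224 in *cbp20*, where 0.095 of 0.660 remained, less than the SD of 0.150 in WT. Among the 10, *CAB2* (AT1G29920) went from 0.179% to 0.798% of the counts in *se-1*, and its near-identical paralog *CAB1* (AT1G29930) from 1.62% to 1.60%. Pairs that match both equally were not counted, so these shares are uncertain, and *CAB1* and *CAB2* were singled out after their values were seen.

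In WT, expression rose with intron number, a relation that the paper shows on other data (Figure 2—figure supplement 1). Across 20250 genes, the Spearman correlation of intron number with mean log2(CPM + 1) was 0.312 (permutation test, p = 1e-05, the smallest it can give). The medians rose from 2.82 in intronless genes to 4.85 in genes with over 5 introns. Per kilobase of exon the correlation was 0.174, and over all annotated protein-coding genes 0.411.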
